# Stat3 mediates Fyn kinase-driven dopaminergic neurodegeneration and microglia activation

**DOI:** 10.1242/dmm.052011

**Published:** 2024-12-06

**Authors:** Sahiba Siddiqui, Fang Liu, Anumantha G. Kanthasamy, Maura McGrail

**Keywords:** Zebrafish neurodegeneration model, Fyn kinase, Dopaminergic neuron, Microglia activation, Mitophagy, STAT3, TNF-α, NF-κB

## Abstract

The Alzheimer's disease and Parkinson's disease risk locus FYN kinase is implicated in neurodegeneration and inflammatory signaling. To investigate *in vivo* mechanisms of Fyn-driven neurodegeneration, we built a zebrafish neural-specific Gal4:UAS model of constitutively active FynY531F signaling. Using *in vivo* live imaging, we demonstrated that neural FynY531F expression leads to dopaminergic neuron loss and mitochondrial aggregation in 5 day larval brain. Dopaminergic loss coincided with microglia activation and induction of *tnfa*, *il1b* and *il12a* inflammatory cytokine expression. Transcriptome analysis revealed Stat3 signaling as a potential Fyn target. Chemical inhibition experiments confirmed Fyn-driven dopaminergic neuron loss, and the inflammatory response was dependent upon activation of Stat3 and NF-κB pathways. Dual chemical inhibition demonstrated that Stat3 acts synergistically with NF-κB in dopaminergic neuron degeneration. These results identify Stat3 as a novel downstream effector of Fyn signaling in neurodegeneration and inflammation.

## INTRODUCTION

Cellular kinases play a central role in protein aggregation in dementia and neurodegeneration, and their involvement in inflammatory signaling in Alzheimer's disease (AD) and related diseases such as Parkinson's disease (PD) is well established. The SRC family member FYN kinase has a key role in multiple neurodegenerative disorders (Guglietti et al., 2021). FYN has been implicated in AD amyloid-β, tau and PD α-synuclein protein aggregate signaling (Nygaard, 2018), and has been identified as a genome-wide association study PD risk locus (Nalls et al., 2019). Increased FYN expression and phosphorylation, a marker of FYN activation, has been identified in AD and PD patient brain tissue (Guglietti et al., 2024; Low et al., 2021; Panicker et al., 2019), and FYN activation has been reported to correlate with microglia activation (Panicker et al., 2019)*. In vitro* analyses of FYN function indicate a role for FYN signaling in dopaminergic neurons and microglia activation in neurodegeneration. FYN was shown to activate PKC-δ (also known as PRKCD) phosphorylation and oxidative stress-induced cell death in rat dopaminergic neurons (Kaul et al., 2005; Saminathan et al., 2011). In microglia, FYN signaling stimulated inflammasome activation and cytokine induction through the PKC-δ/NF-κB pathway (Panicker et al., 2015, 2019). In primary microglia, FYN leads to upregulation and phosphorylation of the Kv1.3 voltage-gated calcium channel (also known as KCNA3), presenting a second pathway of FYN-driven microglia activation in neuroinflammation (Sarkar et al., 2020). FYN knockout mice demonstrate a requirement for FYN in neurotoxin-induced dopaminergic neuron loss and microglia inflammatory response (Panicker et al., 2015). However, the mechanism by which elevated FYN signaling drives neurodegeneration *in vivo* has not been fully investigated.

The zebrafish provides a powerful *in vivo* platform for modeling neurodegeneration (Chia et al., 2022). Neurotoxin and genetic zebrafish models of PD risk loci indicate that conserved mechanisms underlie dopaminergic neurodegeneration (Flinn et al., 2009, 2013; Godoy et al., 2015; Kalyn et al., 2019; Omar et al., 2023). Dopaminergic neurons in larval and adult zebrafish forebrain are well described (Holzschuh et al., 2001; Kaslin and Panula, 2001; Wullimann and Rink, 2001), and A11-related dopaminergic neurons controlling mechanosensation, locomotion and vision have been identified (Löhr et al., 2009; Reinig et al., 2017; Tay et al., 2011). Dopaminergic ventral diencephalon (vDC) clusters located in the posterior tuberculum of the vDC until recently were considered analogous to the human dopaminergic neurons in the substantia nigra pars compacta (SNc) of the midbrain (Xi et al., 2011b), which are lost in neurological diseases resulting in movement disorders such as PD. More recently, Th-positive neurons have been identified in the midbrain and in the hindbrain adjacent to the midbrain–hindbrain border, suggesting potential additional populations of dopaminergic neurons analogous to the human midbrain SNc controlling locomotion (Altburger et al., 2023). Zebrafish transgenic reporter lines *dat:eGFP* (Xi et al., 2011b) and *dat:mitoRFP* (Noble et al., 2015) for *in vivo* live imaging of dopaminergic neurons and mitochondria in the larval brain provide powerful tools for analysis of chemical and genetic models of dopaminergic neuron degeneration (Godoy et al., 2015; Kalyn et al., 2019; Xi et al., 2011a).

Using the binary Gal4; UAS system for cell type-specific gene expression, we created an *in vivo* model of activated Fyn (also known as Fyna in zebrafish) kinase signaling that drives neurodegeneration to investigate mechanisms of Fyn-driven neurodegeneration. Neural-specific expression of the constitutively active Fyn mutant Y531F led to larval morphological and phenotypic defects that recapitulate previously described zebrafish neurodegeneration models. Live imaging of larval brains revealed that Fyn signaling drove the loss of *dat:eGFP*-labeled vDC dopaminergic cell clusters and cell body aggregation of *dat:mitoRFP*-labeled mitochondria over the course of 3 days post fertilization (dpf) to 5 dpf. Dopaminergic neuron loss correlated with a shift in microglia morphology from ramified to amoeboid, consistent with elevated expression of the microglial activation marker *acod1*/*irg1* and induction of inflammatory cytokine expression. Transcriptome analysis revealed alterations indicative of disrupted mitochondrial oxidative phosphorylation and metabolic pathways, and revealed Stat3 as a novel Fyn downstream effector. Chemical inhibition indicated that dopaminergic neuron loss and inflammatory gene expression were dependent on both Stat3 and NF-κB pathways. Together, Stat3 and NF-κB were shown to synergize with Fyn-activated signaling in dopaminergic neuron loss. Our model of neural Fyn kinase signaling provides a new *in vivo* platform for investigating Stat3 targets and mechanisms of organelle stress in Fyn-driven dopaminergic neurodegeneration.

## RESULTS

### Zebrafish model of Fyn kinase-driven neurodegeneration

To build a zebrafish model of Fyn-mediated neurodegeneration, we used the two-component Gal4-UAS system to drive overexpression of the constitutively active mutant FynY531F in neurons (Fig. 1). The zebrafish *fyna* Y531 residue is analogous to human Y528 located in the regulatory C-terminal domain of the protein. The Y528F phenylalanine phospho-null substitution mutation prevents the FYN C-terminal tail from inhibiting the active site of the SH1 kinase domain, leading to a constitutively active kinase that drives persistent production of inflammatory cytokine interleukin 1β (IL-1β) (Takeuchi et al., 1993). The zebrafish *fynaY531F* mutant cDNA was cloned into the *pTol2<14XUAS; gcry1:mRFP>* vector (Balciuniene et al., 2013), and two independent transgenic lines were established by standard Tol2 insertional transgenesis (Balciunas et al., 2006). The *fynaY531F* transgenic lines used in this study are *Tol2(14XUAS:fynaY531F; gcry1:mRFP)^is89^* (*UAS:fynY53F1is89*) and *Tol2(14XUAS:fynaY531F; gcry1:mRFP)^is90^* (*UAS:fynY531Fis90*).

**Fig. 1.**
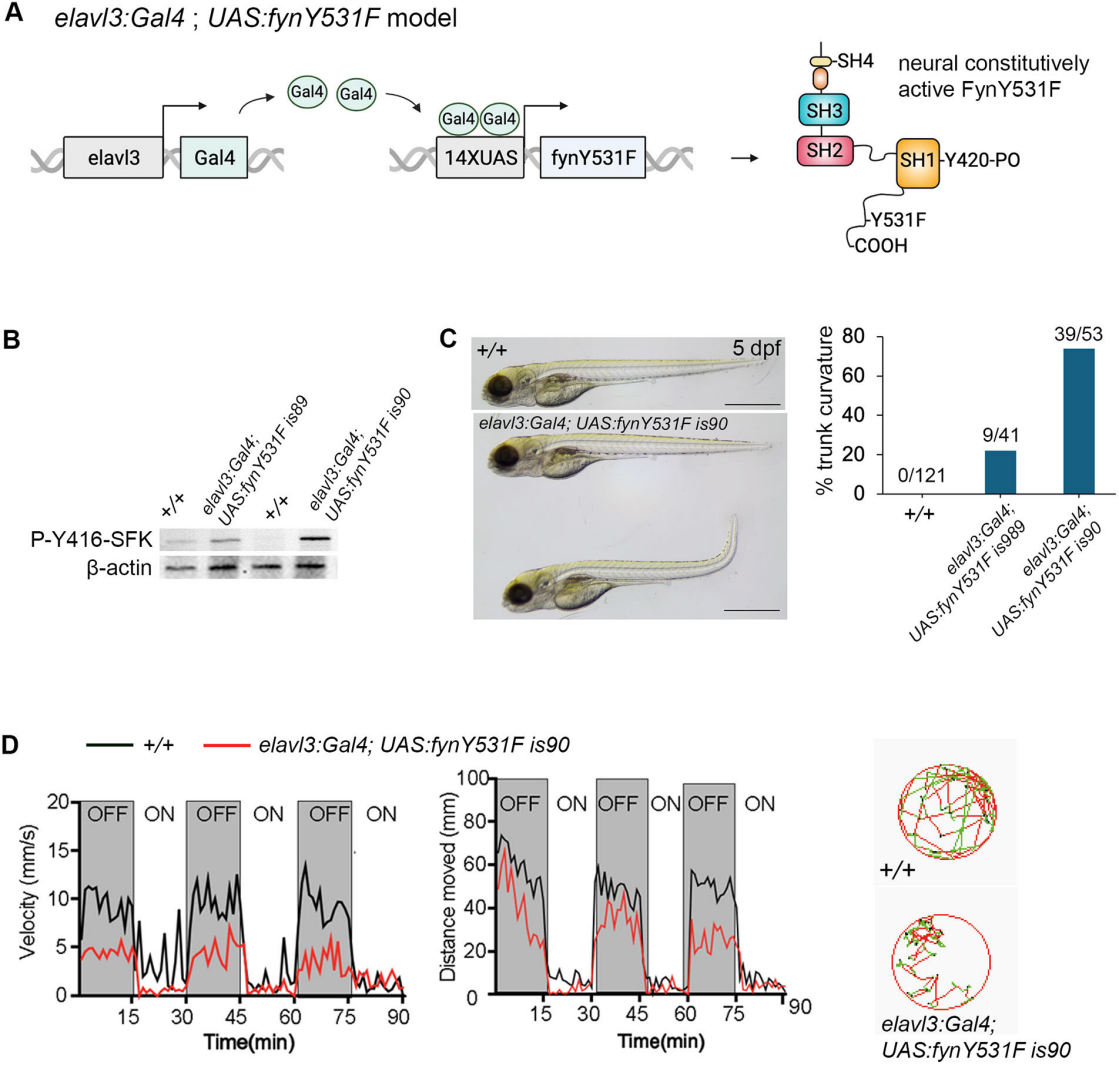
**Gal4-UAS overexpression of FynY531F leads to autophosphorylation of Y416, trunk curvature and swimming defects.** (A) Diagram of *elavl3:Gal4; 14XUAS:fynY531F* neural-specific model. (B) Western blot probed with anti-P-Y416-SFK antibody, showing elevated Y416 phosphorylation in 5 days post fertilization (dpf) *elavl3:Gal4; 14XUAS:fynY531Fis89* and *elavl3:Gal4; 14XUAS:fynY531Fis90* in comparison to wild-type +/+ larvae. Anti-β-actin antibody was used as a loading control. (C) Trunk curvature observed in a subset of 5 dpf *elavl3:Gal4; 14XUAS:fynY531Fis90* larvae. Plot shows the percentages of 5 dpf wild-type +/+, *elavl3:Gal4; 14XUAS:fynY531Fis89* and *elavl3:Gal4; 14XUAS:fynY531Fis90* larvae showing trunk curvature. (D) Measurements of velocity (left) and distance moved (middle) in 5 dpf wild-type +/+ and *elavl3:Gal4; 14XUAS:fynY531Fis90* larvae that showed normal trunk morphology. Circular plots (right) show 5 s snapshots of tracking movements. Normal movements (green lines) and large movements (red lines) are shown for a wild-type 5 dpf +/+ larva and an *elavl3:Gal4; 14XUAS:fynY531Fis90* larva with normal trunk morphology. Scale bars: 500 µm.

To determine whether neural expression of constitutively active FynY531F would lead to neurodegeneration, we crossed the *UAS:fynY531F* lines with a neural-specific Gal4 driver, *Tg(elavl3:Gal4=VP16)^nns6^* (Kimura et al., 2008) (designated as *elavl3:Gal4*) (Fig. 1A). Western blots of extracts from 5 dpf *elavl3:Gal4;UAS:fynY531F* larvae were probed with an antibody that recognizes the autophosphorylation of tyrosine residue Y416 in the SH1 kinase domain of Src family kinases (p-Y416-SFK), corresponding to Y420 in Fyn kinase (Kouadir et al., 2012; Um et al., 2012; Wake et al., 2011). Neural-specific expression of Y531F Fyn led to increased levels of p-Y416-SFK in comparison to those in wild-type larvae (Fig. 1B), consistent with elevated Fyn kinase phosphorylation activity.

Neural expression of FynY531F resulted in 22% of 5 dpf *elavl3:Gal4; UAS:fynY5341Fis89* and 74% of 5 dpf *elavl3:Gal4; UAS:fynY531is90* larvae showing a curved trunk (Fig. 1C). To determine the impact of FynY531F overexpression on locomotory behavior, *elavl3:Gal4; UAS:fynY531Fis90* larvae with normal morphology were selected. The velocity and distance of light-induced swimming over time was measured following previously established parameters (de Esch et al., 2012). Compared to wild-type larvae, the *elavl3:Gal4; UAS:fynY531Fis90* larvae showed a reduction in both swimming velocity and distance (Fig. 1D). These results indicated that elevated levels of Fyn signaling in the *elavl3:Gal4; UAS:fynY531F* model correlate with morphological and motor defects that mimic previously described zebrafish models of neurodegeneration induced by the neurotoxin 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) (Godoy et al., 2015; Kalyn et al., 2019; McKinley et al., 2005).

In the experiments outlined in this study, line *UAS:fynY531Fis90* was crossed to the dopamine transporter (*dat*; also known as *slc6a3*) GFP reporter *Tg(dat:eGFP)* (Xi et al., 2011b), and double transgenic adult *dat:eGFP; UAS:fynY531Fis90* were maintained and used to generate control and *elavl3:Gal4; 531F* model larvae for all confocal live-imaging experiments. Line *UAS:fynY5341Fis89* was used to generate control, and *elavl3:Gal4; fynY531F* was used for all other experiments.

### Activated Fyn signaling leads to dopaminergic neuron loss and mitochondria accumulation

To determine whether the zebrafish neural FynY531F model led to neurodegeneration, live confocal imaging of dopaminergic neurons was performed using *Tg(dat:eGFP)* (Xi et al., 2011b) (Fig. 2). Compared to wild-type *dat:eGFP* control larvae, at 3 dpf, *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae did not show a significant difference in the number of eGFP-positive cells in the vDC clusters of dopaminergic neurons in the forebrain (*P*=0.0937) (Fig. 2A). In 5 dpf *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae, the level of dat:eGFP signal was reduced overall in the forebrain, midbrain, cerebellum and hindbrain, and the number of eGFP-positive cells in the vDC clusters was significantly reduced compared to that in the control (*P*=0.0004) (Fig. 2A). These results indicated that activated FynY531F signaling leads to dopaminergic neuron loss, similar to the loss described in *pink* (also known as *pink1*) genetic (Flinn et al., 2013), *parkin* (also known as *prkn*) morpholino knockdown (Flinn et al., 2009) and MPTP neurotoxin (Godoy et al., 2015; Kalyn et al., 2019; McKinley et al., 2005; Xi et al., 2011b) zebrafish models of neurodegeneration.

**Fig. 2.**
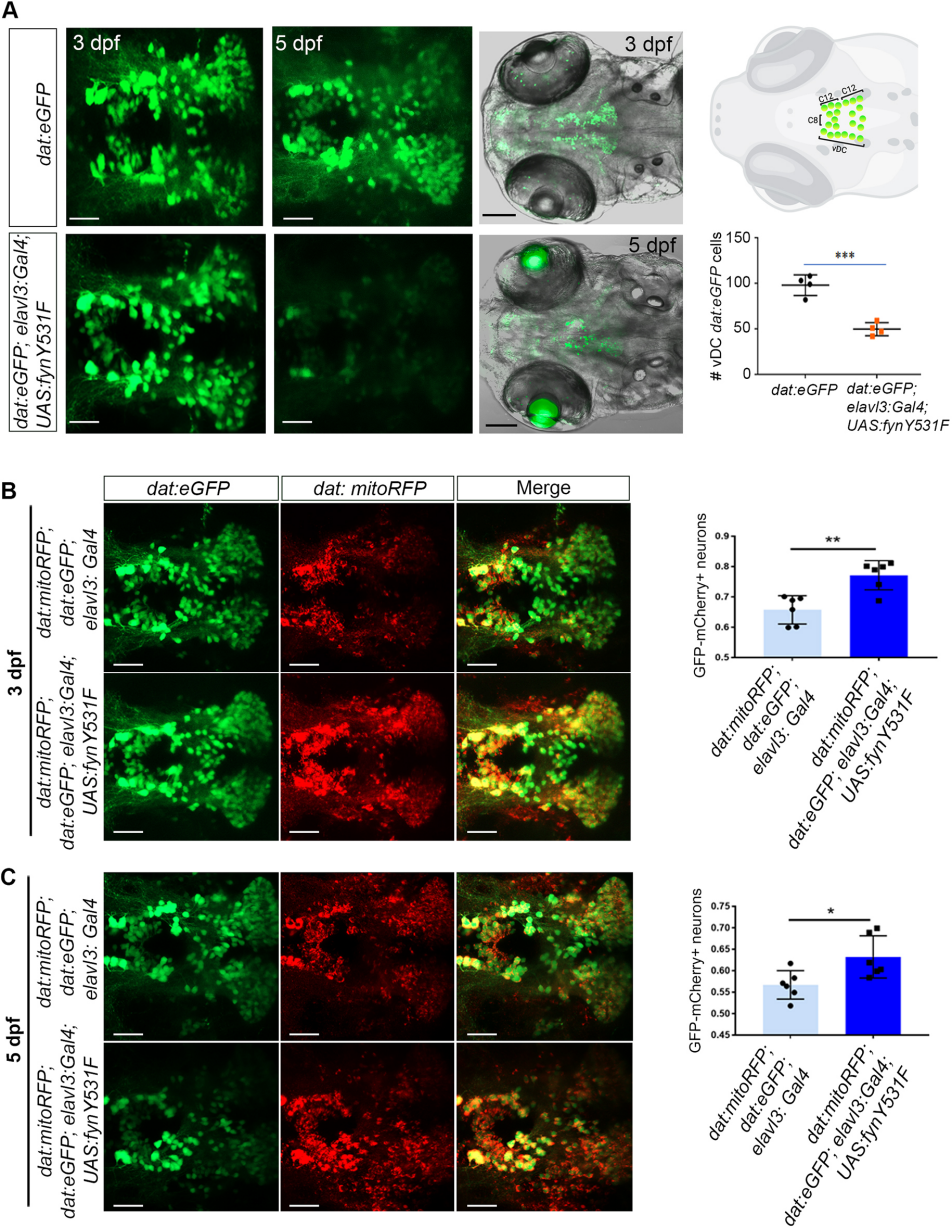
**Zebrafish neural FynY531F overexpression drives dopaminergic neuron loss and mitochondria accumulation.** (A) Left: live confocal imaging of ventral diencephalon (vDC) neuron cluster eGFP dopaminergic neurons in 3 dpf and 5 dpf control *dat:eGFP* and *elavl3:Gal4; UAS:fynY531F* larvae. Top right: vDC in 5 dpf larval brain. Diagram adapted from Kalyn et al. (2019) and created with BioRender.com. Bottom right: quantification of vDC eGFP neuronal cell bodies in 5 dpf control *dat:eGFP* and *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae (*n*=4). (B) Left: live confocal imaging of eGFP and mCherry in vDC neurons in 3 dpf control *dat:mitoRFP*; *dat:eGFP*; *elavl3:Gal4* and *dat:mitoRFP*; *dat:eGFP*; *elavl3:Gal4; UAS:fynY531F* larval brain. Right: quantification of overlap of eGFP and mCherry signal in vDC neuron cell bodies in 3 dpf control *dat:mitoRFP*; *dat:eGFP*; *elavl3:Gal4* and *dat:mitoRFP*; *dat:eGFP*; *elavl3:Gal4; UAS:fynY531F* larvae (*n*=6). (C) Left: live confocal imaging of eGFP and mCherry in vDC neurons in 5 dpf control *dat:mitoRFP*; *dat:eGFP*; *elavl3:Gal4* and *dat:mitoRFP*; *dat:eGFP*; *elavl3:Gal4; UAS:fynY531F* larval brain. Right: quantification of overlap of eGFP and mCherry signal in vDC neuron cell bodies in 5 dpf control *dat:mitoRFP*; *dat:eGFP*; *elavl3:Gal4* and *dat:mitoRFP*; *dat:eGFP*; *elavl3:Gal4; UAS:fynY531F* larvae (*n*=6). Statistical analysis was performed with two-tailed unpaired Student’s *t*-test. Bars represent mean±s.e.m. *P<0.05; **P<0.01; ***P<0.001. Scale bars: 50 µm (white); 100 µm (black).

A hallmark of neurodegeneration is loss of mitochondria (Klemmensen et al., 2024). To examine whether activated Fyn signaling impacts mitochondria in dopaminergic neurons, live confocal imaging of the dopamine mitochondrial fluorescent mCherry reporter line *Tg(dat:tom20 MLS-mCherry)* (*dat:mitoRFP*) (Noble et al., 2015) was performed in control *elavl3:Gal4* and *elavl3:Gal4; UAS:fynY531Fis90* larvae at 3 dpf (Fig. 2B) and 5 dpf (Fig. 2C). We observed that 3 dpf *dat:eGFP*; *dat:mitoRFP; elavl3:Gal4; UAS:fynY531Fis90* larvae showed an increase in mCherry signal colocalizing with eGFP in dopaminergic vDC cell bodies compared to that in control larvae (*P*=0.0019) (Fig. 2B). At 5 dpf, colocalization of mCherry signal with eGFP in remaining vDC cell bodies was significantly higher than that in controls (*P*=0.0228) (Fig. 2C), despite the reduction in overall vDC number in *dat:eGFP; dat:mitoRFP; elavl3:Gal4; UAS:fynY531Fis90* larvae. The increase in *dat:mitoRFP* signal suggests that mitochondria accumulate in the dopaminergic cell bodies of *elavl3:Gal4; UAS:fynY531Fis90* larvae, suggesting a possible role for mitochondrial dysfunction in dopaminergic neuron loss.

### Activated Fyn leads to induction of inflammatory cytokines and microglia activation

To test whether FynY531F-driven dopaminergic neuron loss in the larval brain correlated with microglia activation, a marker of neuroinflammation, 5 dpf control +/+ and *elavl3:Gal4; UAS:fynY531Fis89* larvae were labeled with an anti-4C4 hybridoma supernatant (Fig. 3A). The 4C4 hybridoma supernatant recognizes galectin-3-binding protein and labels a subset of brain microglia (Becker and Becker, 2001; Chia et al., 2018; Mazzolini et al., 2020; Rovira et al., 2023). Compared to wild-type controls, *elavl3:Gal4; UAS:fynY531F* larvae did not show a significant difference in the number of 4C4-positive microglia in the forebrain (*P*=0.39) and midbrain (*P*=0.12), whereas the number detected in the hindbrain was elevated (*P*<0.0001) (Fig. 3A,B). Microglia show diverse morphologies that, in general, correlate with physiological state, ranging from ramified ‘resting’ to amoeboid ‘activated’, with numerous intermediate morphologies (Vidal-Itriago et al., 2022). The number of 4C4-positive microglia that showed ramified (Fig. 3C, yellow circles), intermediate and amoeboid (Fig. 3C, yellow ovals) morphologies was quantified in control and *elavl3:Gal4; UAS:fynY531F* larvae. In control, the number of ramified microglia was higher than the number of intermediate or amoeboid microglia (Fig. 3D). In contrast, the number of ramified microglia in *elavl3:Gal4; UAS:fynY531F* larval brains was slightly significantly lower (*P*=0.037), the number of intermediate microglia was not significantly different (*P*=0.809), and the number of amoeboid microglia was significantly higher (*P*=0.011) than those in control larval brain (Fig. 3D). The increase in the number of amoeboid microglia in *elavl3:Gal4; UAS:fynY531F* larval brains suggests that microglia become activated in response to elevated Fyn signaling.

**Fig. 3.**
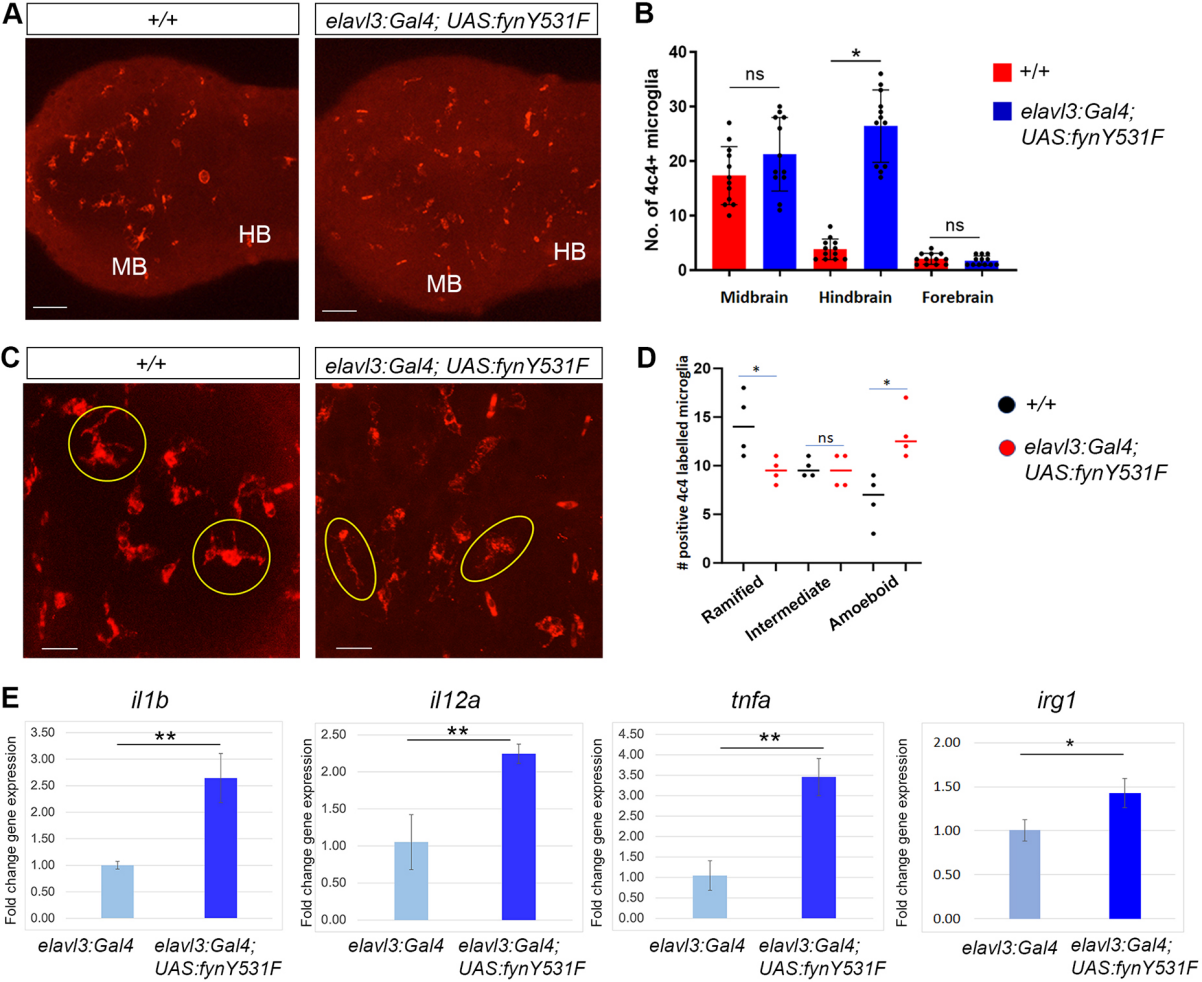
**Zebrafish neural FynY531F overexpression drives microglia activation and cytokine induction.** (A) 4C4 immunolabeling of microglia in wild-type +/+ and *elavl3:Gal4; UAS:fynY531F* forebrain and midbrain (MB)/hindbrain (HB). (B) Quantification of 4C4-labeled microglia in 5 dpf *+/+* and *elavl3:Gal4; UAS:fynY531F* larval brain (*n*=12). (C) Higher-magnification images of 4C4-labeled microglia in *+/+* and *elavl3:Gal4; UAS:fynY531F* larvae. Yellow circles outline microglia with ramified morphology; yellow ovals outline microglia with intermediate or amoeboid morphology. (D) Quantification of microglia with ramified, intermediate and amoeboid morphologies in 5 dpf *+/+* and *elavl3:Gal4; UAS:fynY531F* larval brain (*n*=4). (E) Reverse transcription quantitative PCR (RT-qPCR) of *il1b*, *il12a*, *tnfa* and *irg1* in RNA extracts from control *elavl3:Gal4* and *elavl3:Gal4; UAS:fynY531F* 5 dpf larvae (*n*=3 biological replicates for each genotype). Statistical analysis was performed with two-tailed unpaired Student’s *t*-test. Bars represent mean±s.e.m. ns, not significant; *P<0.05; **P<0.01. Scale bars: 50 µm (A); 20 µm (C).

To determine whether activated Fyn signaling led to induction of expression of genes indicative of inflammatory signaling and microglia activation, reverse transcription quantitative PCR (RT-qPCR) was used to examine the expression levels of the cytokine genes *il1b*, *il12a* and *tnfa* in dissected head tissue of 5 dpf control *elavl3:Gal4* and *elavl3:Gal4; UAS:fynY531F* larvae. *elavl3:Gal4; UAS:fyn531F* larvae showed a significant increase in the levels of *il1b* (*P*=0.003), *il12a* (*P*=0.006) and *tnfa* (*P*<0.002) (Fig. 3E). The gene encoding the activated microglia/inflammatory macrophage marker Aconitate decarboxylase 1/Immuno-responsive gene 1 (*acod1/irg1*) also showed significant elevation (*P*<0.02) in *elavl3:Gal4; UAS:fynY531F* larvae (Fig. 3E). Together, these results suggest that elevated neural Fyn signaling driving dopaminergic neuron loss correlates with induction of inflammatory cytokine expression and microglia activation.

### *elavl3:Gal4; UAS:fynY531F* dopaminergic neuron loss and microglia activation are dependent on Fyn kinase activity

In order to demonstrate that dopaminergic neuron loss, cytokine elevation and microglia activation are dependent on constitutive Fyn kinase signaling in the *elavl3:Gal4; UAS:fynY531F* model, we tested whether the Src family kinase inhibitor Saracatinib could suppress these cellular and molecular phenotypes (Fig. 4). We treated 3 dpf *dat:eGFP* control and *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae continuously with 20 µM Saracatinib for 2 days and collected them at 5 dpf for live confocal imaging of vDC dopaminergic neurons and RNA extraction for RT-qPCR (Fig. 4A). Live imaging of eGFP expression in 5 dpf Saracatinib-treated larvae showed suppression of vDC neuron loss (Fig. 4B) and retention of vDC neuron numbers at levels equal to those in the control mock-treated (*P*=0.15) or Saracatinib-treated *dat:eGFP* (*P*=0.94) larvae (Fig. 4C). Western blot analysis of 5 dpf Saracatinib-treated larvae showed a reduction in the level of P-Y416-SFK in comparison to that in dimethyl sulfoxide (DMSO) mock-treated controls (Fig. 4D), indicating that FynY531F kinase activity was suppressed. RT-qPCR revealed that Saracatinib treatment led to a reduction in *il1b* and *il12a* expression in *elavl3:Gal4; UAS:fynY531F* larvae, demonstrating that elevated inflammatory cytokine levels were dependent on activated FynY531F signaling (Fig. 4E). In contrast, neither elevated *tnfa* nor *irg1* levels were suppressed by Saracatinib treatment of *elavl3:Gal4; UAS:fynY531F* larvae (Fig. 4E), possibly due to the non-specific action of the general Src family kinase inhibitor.

**Fig. 4.**
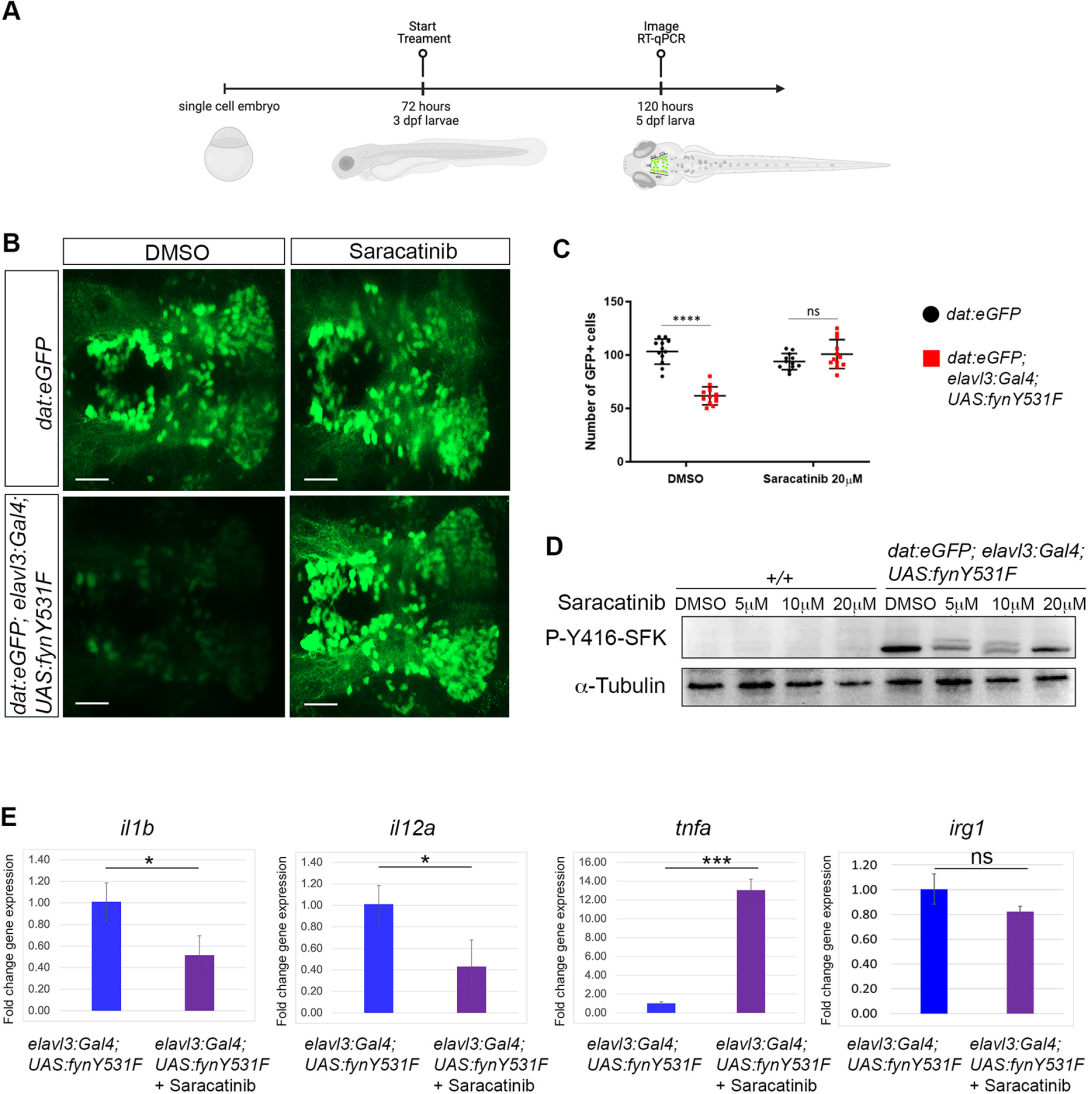
**Src family kinase inhibitor Saracatinib suppresses FynY531F-driven dopaminergic neuron loss, Fyn activation, and *il1b* and *il12a* cytokine induction.** (A) Time course of Saracatinib treatment beginning at 72 h post fertilization. (B) Live confocal imaging of vDC cluster eGFP dopaminergic neurons in 5 dpf control *dat:eGFP* and *elavl3:Gal4; UAS:fynY531F* larvae mock treated with DMSO or treated with 20 mM Saracatinib. (C) Quantification of vDC eGFP-positive neuronal cell bodies in 5 dpf control *dat:eGFP* and *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae mock treated with DMSO or treated with 20 mM Saracatinib (*n*=12). Analysis was performed using two-way ANOVA with Tukey's multiple comparison. (D) Western blot of extracts from 5 dpf wild-type *+/+* and *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae treated with DMSO and increasing amounts of Saracatinib, and probed with anti-Src family kinase P-Y416-SFK. Anti-acetylated tubulin and anti-alpha-tubulin were used as loading controls. (E) RT-qPCR of *il1b*, *il12a*, *tnfa* and *irg1* in RNA extracts from untreated and 20 µM Saracatinib-treated 5 dpf *elavl3:Gal4; UAS:fynY531F* larvae (*n*=3 biological replicates for all genotypes and conditions). This experiment was performed alongside the CAPE and Ac-YVAD-cmk experiments in Fig. 7C,D, using shared untreated controls. Control data in this panel are also shown in Fig. 7C,D. Statistical analysis was performed with two-tailed unpaired Student's *t*-test. Bars represent mean±s.e.m. ns, not significant; *P<0.05; ***P<0.001; ****P<0.0001. Scale bars: 50 µm.

### RNA sequencing identifies Fyn-driven activation of Stat3, metabolic, oxidative stress and inflammatory signaling pathways

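Larvae in which neurons carry a constitutively active Fyn kinase were compared with larvae that carry the neuronal driver alone. The transgene holds the coding sequence of fyna, so its transcripts are counted together with those of the endogenous gene, ENSDARG00000011370 on chromosome 17 from 15502964 to 15528597. At 3 days post fertilization (dpf) fyna stood at 948 ± 80.2 counts scaled to a common library size (CPM, mean ± SD, n = 4) in elavl3:Gal4; UAS:fynY531F larvae (fynY531F larvae) and at 77.4 ± 6.18 in elavl3:Gal4 larvae (control larvae). This is a log2 fold change of 3.61 (SE 0.08, adjusted p = 6.3e-11 from edgeR's quasi-likelihood test). At 5 dpf it stood at 195 ± 50.6 CPM in fynY531F larvae and at 83.2 ± 3.91 in control larvae, a log2 fold change of 1.22 (SE 0.19, adjusted p = 0.0096, edgeR). The genotype difference in fyna was smaller at 5 dpf than at 3 dpf by 2.38 on the log2 scale, written as an interaction of -2.38 (adjusted p = 6.9e-05, edgeR). In fynY531F larvae fyna fell from 923 ± 77.4 to 215 ± 55.7 CPM between the days (adjusted p = 6e-06, edgeR), and in control larvae its log2 fold change was 0.26 (adjusted p = 0.091, edgeR).

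**Figure D1:**
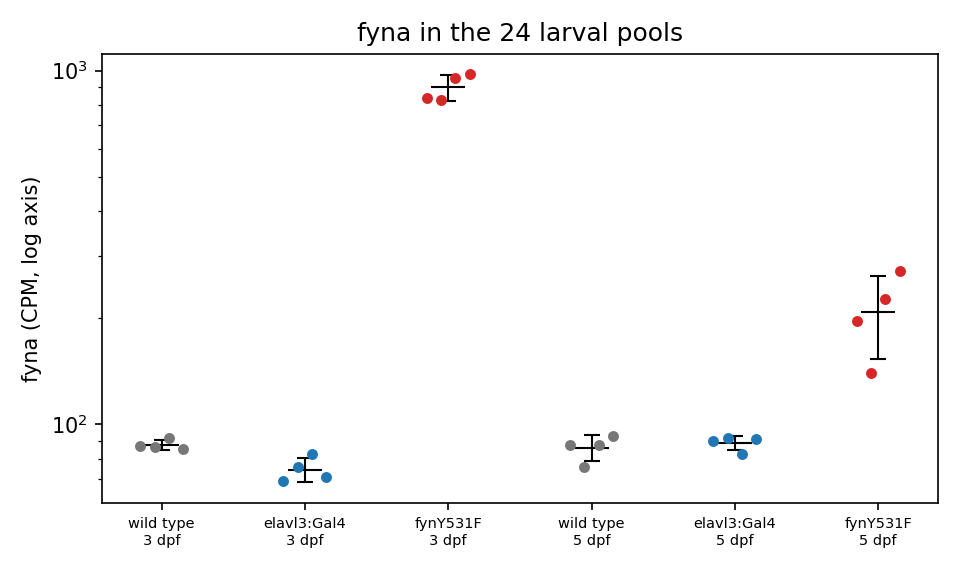
Level of fyna (CPM, log axis, scaled by TMM over all 24 libraries) in each pool of 10 larvae from wild-type, elavl3:Gal4 and elavl3:Gal4; UAS:fynY531F larvae at 3 and 5 dpf; bars give the mean and SD of 4 pools. The fynY531F pools average 898 at 3 dpf and 208 at 5 dpf, and the other 4 groups average 74.5 to 88.8.

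Bulk RNA was sequenced from 24 libraries, each made from a pool of 10 whole larvae, with 4 pools for each of wild-type, elavl3:Gal4 and fynY531F larvae at 3 dpf and at 5 dpf. Since whole larvae were pooled, a level reflects all tissues, while the transgene is driven in neurons. The authors' tables hold raw counts for each gene with an Ensembl identifier, a symbol and a position, and the results of DESeq2 for each comparison. The aligner, the counting method, the genome build and the annotation are not given in the sources used here.
Counts assigned to genes, in mega counts (M), ran from 12.8 to 13.0 per library (median 12.9) in wild-type larvae at 3 dpf and from 12.8 to 17.7 (median 14.4) at 5 dpf. In control larvae they ran from 11.4 to 30.5 (median 12.4) at 3 dpf and from 12.7 to 24.3 (median 14.3) at 5 dpf. In fynY531F larvae they ran from 12.3 to 18.3 (median 12.9) at 3 dpf and from 11.9 to 18.8 (median 14.1) at 5 dpf. For each comparison, genes with at least 10 counts in at least 4 of the 8 libraries were tested with edgeR's quasi-likelihood test after TMM normalization. A gene counts as changed at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold. CPM values given with a comparison are scaled over its 8 libraries. Gene lists were tested with camera at a preset correlation of 0.01 between genes, and again with a correlation estimated from the data, which gives larger p-values. A library of control larvae at 5 dpf, elavl3:Gal4 replicate 3, stood apart from the rest, with a median rank correlation across genes of 0.847 with its own group, where the other 23 libraries had 0.982 to 0.992. It stays in all values unless a sentence says otherwise, and values without it are given where it decides a result.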

To identify altered pathways and potential downstream effectors of Fyn signaling in neurodegeneration, we performed bulk RNA sequencing (RNA-Seq) on RNA extracted from 3 dpf and 5 dpf control *elavl3:Gal4* and *elavl3:Gal4; UAS:fynY531F* larvae (Fig. 5; *n*=4 for each condition and genotype). The top 50 genes with highest changes in gene expression in 5 dpf versus 3 dpf *elavl3:Gal4; UAS:fynY531F* larvae included serine proteases *prss1* and *prss59.1*, and cathepsins *ctsbb* and *ctsl* (also known as *ctsll*), which are involved in proteolysis and metabolism in cytokine-related neuroinflammation (Ha et al., 2022; Jiang et al., 2022). 

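Between 3 and 5 dpf the larval gut and pancreas take up digestion, and both fynY531F and control larvae raised the genes of digestive enzymes. prss1 encodes a trypsinogen of the pancreas (ENSDARG00000042993, chromosome 16 from 25080764 to 25085327). In fynY531F larvae it rose from 12.4 ± 3.35 CPM at 3 dpf to 883 ± 358 CPM at 5 dpf (SD, n = 4), a log2 fold change of 6.17 (SE 0.31, adjusted p = 4.5e-07 from edgeR's quasi-likelihood test). In control larvae the same change was 6.59 (SE 0.50, adjusted p = 7.3e-05, edgeR), and the difference between the genotypes in this rise had an adjusted p of 0.68. prss59.1, a trypsin-like protease whose reads may be shared with its close copies (chromosome 16 from 26012569 to 26013851), rose by 9.25 on the log2 scale in fynY531F larvae and by 8.31 in control larvae. ctsbb, which encodes a cathepsin B-like protease (ENSDARG00000101051, chromosome 20 from 52886927 to 52902720), rose from 0.0711 ± 0.0673 to 38.3 ± 9.9 CPM in fynY531F larvae, a log2 fold change of 8.95 (SE 0.36, adjusted p = 1.6e-07, edgeR). In control larvae its log2 fold change was 7.91 (adjusted p = 2e-05, edgeR), with an adjusted p of 0.53 for the difference between the genotypes. ctsl.1, a cathepsin L gene on chromosome 17 from 27456804 to 27461321, rose from 8.88 ± 2.2 to 273 ± 54.4 CPM, a log2 fold change of 4.95 in fynY531F larvae and 5.76 in control larvae (adjusted p = 0.24 for the difference).
Of 22 genes of exocrine pancreas enzymes, 21 rose in fynY531F larvae and 0 fell, with the same counts adjusted over the list alone (camera adjusted p = 8.3e-15, and adjusted p = 0.55 with an estimated correlation). In control larvae 21 of 22 rose as well. Of 35 intestinal genes, 27 rose in each genotype. In fynY531F larvae 1 of them fell, with the same counts adjusted over the list alone (camera adjusted p = 9e-12, and adjusted p = 0.55 with an estimated correlation). Both lists include genes seen in Fig. 5A, so they are not independent evidence. Among the strongest rises in fynY531F larvae were those of ela3l, a pancreatic elastase, with a log2 fold change of 9.53, and of amy2a, an amylase, with 7.51. Among the strongest falls were those of apobb.2, an apolipoprotein B gene, at -5.06, of vimr1, a vimentin-related gene, at -4.63, and of ngs, a gene of the notochord, at -4.57 (adjusted p = 2.2e-07 to 2.8e-06, edgeR). Across 19460 genes the 5 versus 3 dpf changes of the 2 genotypes correlated with Pearson r = 0.767. Genes are not independent replicates. 2287 genes rose in both (789 by chance), 1450 fell in both (513 by chance) and 80 moved in opposite directions. Leaving out elavl3:Gal4 replicate 3 at 5 dpf, 3712 rose in both (1509 by chance), 3597 fell in both (1450 by chance) and 316 moved in opposite directions.

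**Figure D2:**
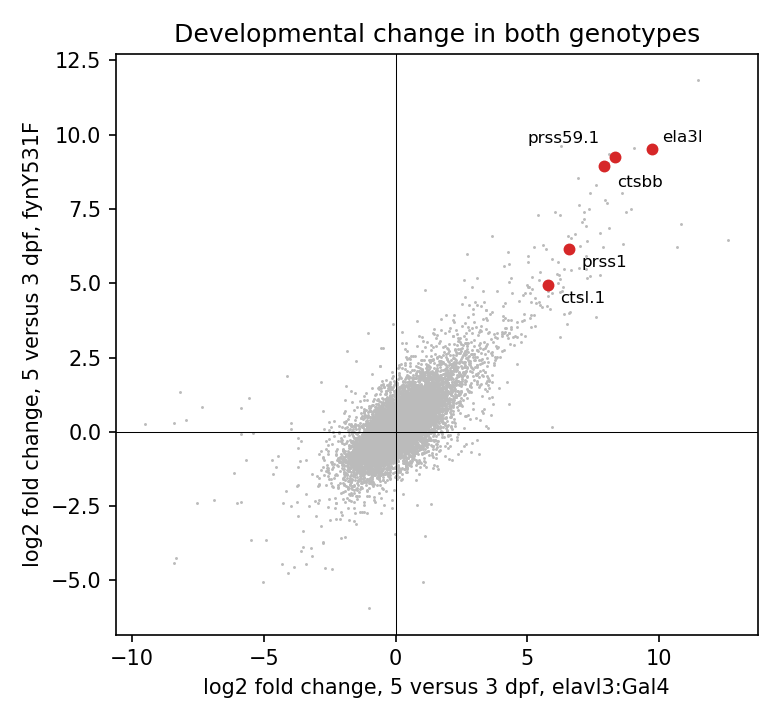
Log2 fold change from 3 to 5 dpf in elavl3:Gal4 larvae (x axis) and in elavl3:Gal4; UAS:fynY531F larvae (y axis), with a point for each of 19460 genes tested in both. The proteases prss1, prss59.1, ctsbb and ctsl.1 and the elastase ela3l lie in the upper right, high in both genotypes.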

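Compared with control larvae at 5 dpf, genes of complement and of the immune response were among the strongest rises in fynY531F larvae. Many genes of the intestine fell. irg1l encodes a homolog of the itaconate-producing enzyme Acod1 and lies on chromosome 14 from 11427052 to 11430610 (ENSDARG00000062788). Its level was 66.5 ± 26.6 CPM (SD, n = 4) in fynY531F larvae and 6.84 ± 1.99 in control larvae at 5 dpf, a log2 fold change of 3.27 (SE 0.37, adjusted p = 0.0024 from edgeR's quasi-likelihood test). timp4.1, a gene of the tissue inhibitors of metalloproteinases (ENSDARG00000111805, chromosome 11 from 691734 to 701305), had 10.3 ± 2.15 CPM in fynY531F larvae and 1.71 ± 1.22 in control larvae. Its log2 fold change of 2.52 (SE 0.65) did not pass the test (adjusted p = 0.066, edgeR). Leaving out elavl3:Gal4 replicate 3 at 5 dpf made it 2.16 with an adjusted p of 0.00027, in a range of 2.2e-05 to 0.19 over 15 alternatives. All 4 fynY531F pools lay above all 4 control pools for both genes.
Genes with larger changes than irg1l include cfh, a complement factor H gene on chromosome 22 from 23641801 to 23668468, with a log2 fold change of 6.79 (SE 0.43, adjusted p = 0.0011, edgeR), and its neighbor cfhl4 with 4.74 (SE 0.51, adjusted p = 0.0021, edgeR). The 2 genes are alike in sequence and may share reads, so which of them was higher is uncertain. At 3 dpf cfh stood at 8.79 to 37.8 CPM in control pools and at 15.4 to 24.4 in fynY531F pools. At 5 dpf it stood at 0.27 to 0.47 and at 20.1 to 59.4 (scaled over all 24 libraries). The cfh difference at 5 dpf thus came mostly with a fall in control larvae between the days. bcam, which encodes a cell adhesion molecule and is listed under 2 identifiers, rose in the identifier on an unplaced scaffold by 5.12 on the log2 scale and irge1, an immunity-related GTPase, by 4.19. mthfd1l, an enzyme of mitochondrial folate metabolism, rose from 13.2 ± 4.72 to 97.5 ± 23.2 CPM, a log2 fold change of 2.88 (SE 0.29, adjusted p = 0.0015, edgeR). Of 30 genes of complement and the acute phase, 14 rose and 0 fell, and 16 rose when adjusted over the list alone (camera adjusted p = 6.8e-12, and adjusted p = 0.076 with an estimated correlation). From 3 to 5 dpf in control larvae 10 of 28 fell and 3 rose (camera adjusted p = 0.036, and adjusted p = 0.75 with an estimated correlation). In fynY531F larvae 8 of 29 fell and 7 rose over these days (camera adjusted p = 0.61).
Of 35 intestinal genes, 21 fell and 0 rose, and 25 fell and 2 rose when adjusted over the list alone (camera adjusted p = 1.1e-16, and adjusted p = 0.30 with an estimated correlation). mep1b, a meprin protease of the gut, fell by 2.78 on the log2 scale and alp3, an alkaline phosphatase, fell by 3.11 (adjusted p = 0.0022 and 0.0016, edgeR). Of 23 exocrine pancreas enzymes, 8 fell and 0 rose, and 19 fell when adjusted over the list alone (camera adjusted p = 4e-11, and adjusted p = 0.36 with an estimated correlation). The complement, intestine and pancreas lists hold genes seen in Fig. 5A, so they are not independent evidence. Leaving out any 1 of the 8 libraries, 9 to 18 complement genes rose, 15 to 25 intestinal genes fell and 0 to 15 pancreatic enzymes fell, the highest counts being those without elavl3:Gal4 replicate 3.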

The top genes in 5 dpf *elavl3:Gal4; UAS:fynY531F* versus control *elavl3:Gal4* larvae included *irg1l* (ortholog of *acod1/irg1*) and the Stat3 target *timp4.1* (Fig. 5A). 

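Nerve cells carry electrical signals through voltage-gated ion channels, and ribosomes make proteins. At 5 dpf few genes of either process passed the test between fynY531F and control larvae. From 3 to 5 dpf many of them changed in fynY531F larvae, as did 10315 of all 19849 genes tested. Of 63 genes of voltage-gated ion channels, 0 passed edgeR's quasi-likelihood test between the genotypes at 5 dpf, and 0 did when adjusted over the list alone (camera adjusted p = 0.38). With elavl3:Gal4 replicate 3 at 5 dpf left out, 8 of them fell and the list was called as lower (camera adjusted p = 5.9e-05). With all libraries and without any 1 of the other 7 the list leaned to higher values (camera adjusted p up to 0.49). It was called as higher without elavl3:Gal4 replicate 4 (camera adjusted p = 0.0497). With wild type as control 15 of 64 fell and the list was called as lower (camera adjusted p = 1.3e-05). Of 51 pan-neuronal and synaptic genes, 6 fell and 0 rose, also when adjusted over the list alone (camera adjusted p = 0.00072, and adjusted p = 0.60 with an estimated correlation). Of them 17 fell and 1 rose without elavl3:Gal4 replicate 3, and without any 1 of the other 7 libraries 0 to 3 fell. calb2a, which encodes the calcium-binding protein calretinin (chromosome 18 from 21198762 to 21218851), fell the most of these, from 34.3 ± 4.39 to 10.1 ± 3.95 CPM (SD, n = 4), a log2 fold change of -1.76 (SE 0.28, adjusted p = 0.01, edgeR). Its call was lost without fynY531F replicate 3 or 4 (adjusted p up to 0.056). Of 78 genes of ribosomal proteins, rpl21 alone fell and 0 rose, also when adjusted over the list alone, and the median log2 fold change was -0.80 (camera adjusted p = 1.6e-06, and adjusted p = 0.65 with an estimated correlation). Reads of rpl21 may come from near-identical copies, and without elavl3:Gal4 replicate 3 the ribosomal list was not called (camera adjusted p = 0.18).
From 3 to 5 dpf in fynY531F larvae, 46 of 79 ribosomal protein genes rose and 2 fell, and 50 rose and 3 fell when adjusted over the list alone (camera adjusted p = 3.4e-05, and adjusted p = 0.90 with an estimated correlation). rpl11 on chromosome 19 from 43780970 to 43786940 rose by 0.62 on the log2 scale (SE 0.11, adjusted p = 0.00065, edgeR). Of 39 proteasome genes, 31 fell and 4 rose, also when adjusted over the list alone (camera adjusted p = 3.5e-09, and adjusted p = 0.55 with an estimated correlation), and psmd12, a lid subunit, fell from 164 ± 9.56 to 80.4 ± 4.87 CPM. Of 62 voltage-gated channel genes, 19 rose and 10 fell, and 19 rose and 7 fell when adjusted over the list alone (camera adjusted p = 0.65). Of the 51 neuronal genes 22 rose and 5 fell, also when adjusted over the list alone (camera adjusted p = 0.029, and adjusted p = 0.90 with an estimated correlation), among them syn2b, a synapsin, with a log2 fold change of 1.54. The camera call of the neuronal list was lost without fynY531F replicate 3 or 4 at 5 dpf or replicate 2 at 3 dpf (adjusted p up to 0.11). In control larvae the ribosomal, proteasome, channel and neuronal lists had 2, 1, 7 and 27 rises and 0, 6, 2 and 0 falls. Without elavl3:Gal4 replicate 3 at 5 dpf they had 67, 1, 25 and 43 rises and 3, 35, 6 and 0 falls.
Of 23 genes of tryptophan metabolism, 15 rose and 1 fell over these days, and 16 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.002, and adjusted p = 0.55 with an estimated correlation). In control larvae 15 rose and 0 fell. Of 57 genes of PPAR signaling and fatty acid metabolism, 24 rose and 17 fell in fynY531F larvae, and 25 rose and 18 fell when adjusted over the list alone (camera adjusted p = 0.46). Of 58 genes of glycolysis and carbon metabolism, 15 rose and 11 fell, also when adjusted over the list alone (camera adjusted p = 0.82). Leaving out any 1 of the 8 libraries, 28 to 58 ribosomal genes rose, 30 to 32 proteasome genes fell and 14 to 16 tryptophan genes rose.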

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis (Fig. 5B) indicated changes in electrical transmission, protein translation, metabolism of carbon, tryptophan and fatty acids, and the PPAR peroxisome proliferator-activated receptor pathway, which mediates inactivation of NF-κB during the inflammatory response (Korbecki et al., 2019). Volcano plots (Fig. 5C) comparing 3 dpf with 5 dpf *elavl3:Gal4; UAS:fynY531F* and 5 dpf *elavl3:Gal4; UAS:fynY531F* with control show reduced expression of the neuroprotective genes *apoea*, *sod3a* and *oxsr1a*. 

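Between the genotypes at 5 dpf the 3 genes did not move as a group in the pools of whole larvae. Across the 2 days the log2 fold changes of all 3 were negative in fynY531F larvae. apoea encodes apolipoprotein E (ENSDARG00000102004, chromosome 19 from 10855158 to 10859694). In fynY531F larvae it fell from 837 ± 185 CPM at 3 dpf to 469 ± 66.7 CPM at 5 dpf (SD, n = 4), a log2 fold change of -0.84 (SE 0.15, adjusted p = 0.00086 from edgeR's quasi-likelihood test). In control larvae the change was 0.10 (SE 0.40, adjusted p = 0.88, edgeR), and without elavl3:Gal4 replicate 3 at 5 dpf it was -0.54 with an adjusted p of 3.1e-05, in a range of 3.1e-05 to 0.92 over 14 alternatives. The difference between the genotypes in this change had an adjusted p of 0.29 (edgeR). At 5 dpf apoea had 425 ± 60 CPM in fynY531F larvae and 639 ± 465 in control larvae, a log2 fold change of -0.59 (SE 0.41, adjusted p = 0.47, edgeR). Without that library it was 0.06 (edgeR adjusted p = 0.71, in a range of 0.36 to 0.71 over 15 alternatives).
sod3a encodes an extracellular superoxide dismutase (ENSDARG00000070168, chromosome 7 from 71335815 to 71339294). It was higher in fynY531F larvae at 5 dpf, at 7.89 ± 1.22 CPM against 3.05 ± 0.928 in control larvae, a log2 fold change of 1.37 (SE 0.26, adjusted p = 0.023, edgeR). It kept its call without fynY531F replicate 3 or elavl3:Gal4 replicate 3 or 4 and lost it without any of the other 5 libraries (adjusted p up to 0.088). Between 3 and 5 dpf it had a log2 fold change of -0.37 in fynY531F larvae (SE 0.15, adjusted p = 0.058, edgeR) and fell by 1.64 in control larvae (SE 0.26, adjusted p = 0.0025, edgeR), and this difference between the genotypes was 1.27 on the log2 scale (adjusted p = 0.024). oxsr1a encodes a kinase that responds to oxidative stress (chromosome 2 from 23677179 to 23726605). It fell from 104 ± 5.23 to 66.5 ± 3.14 CPM over these days in fynY531F larvae, a log2 fold change of -0.64 (SE 0.06, adjusted p = 2.1e-05, edgeR), and by 0.59 on the log2 scale in control larvae (adjusted p = 0.0081; adjusted p = 0.83 for the difference). Between the genotypes at 5 dpf its log2 fold change was 0.19 (SE 0.13, adjusted p = 0.47, edgeR).
Of 42 genes of antioxidant defense, sod3a rose and gsto1, a glutathione transferase, fell at 5 dpf, and the counts adjusted over the list alone were the same (camera adjusted p = 0.025 for a fall of the list, and adjusted p = 0.67 with an estimated correlation). With elavl3:Gal4 replicate 3 at 5 dpf left out, 5 rose and 11 fell (camera adjusted p = 0.50, in a range of 0.0038 to 0.50 over the fits that leave out 1 library, and 0.42 with wild type as control). gsto1 lost its call without any 1 of the fynY531F replicates (adjusted p up to 0.082, edgeR). Between the days in fynY531F larvae 17 rose and 8 fell, and 18 rose and 9 fell when adjusted over the list alone (camera adjusted p = 0.45). gpx1b, a glutathione peroxidase, rose by 1.68 on the log2 scale and gpx7, another, fell by 1.78 (adjusted p = 1.1e-06 and 1.4e-06, edgeR).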

Apolipoprotein E (*APOE*) is essential for maintaining cholesterol homeostasis and neuronal function, and is a primary risk factor and therapeutic target in AD (Williams et al., 2020). Superoxide dismutase 3 (*SOD3*) encodes a key antioxidant enzyme protecting cells from oxidative stress-induced damage, a hallmark of neurodegeneration (Olufunmilayo et al., 2023). Oxidative stress responsive 1 (*OXSR1*) is essential for cellular resistance to oxidative stress, and its downregulation has been shown to precede the onset of neurodegeneration (Volkert and Crowley, 2020).

**Fig. 5.**
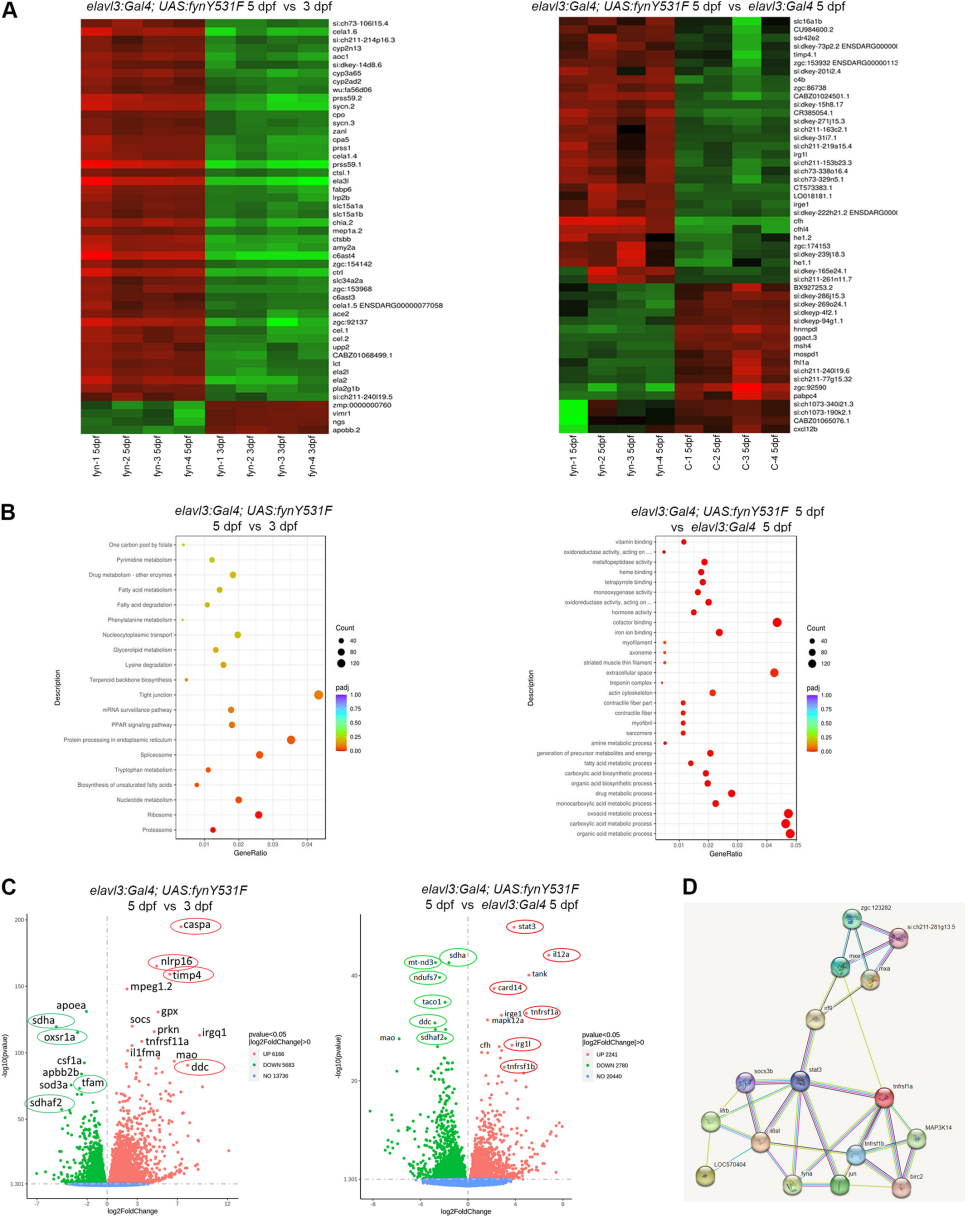
**Transcriptome analysis reveals that FynY531F signaling alters neuroprotective, oxidative and metabolic pathways, and identifies Stat3 as a downstream Fyn effector.** (A) Heatmaps of highest gene expression changes comparing bulk RNA sequencing from 5 dpf versus 3 dpf *elavl3:Gal4; UAS:fynY531F* larvae (*n*=4; left), and 5 dpf *elavl3:Gal4; UAS:fynY531F* versus 5 dpf *elavl3:Gal4* larvae (*n*=4; right). (B) Pathway analysis reveals altered metabolic pathways in 5 dpf versus 3 dpf *elavl3:Gal4; UAS: fynY531F* larvae (left) and 5 dpf *elavl3:Gal4; UAS:fynY531F* versus 5 dpf *elavl3:Gal4* larvae (right). (C) Volcano plots showing upregulated and downregulated genes in 5 dpf versus 3 dpf *elavl3:Gal4; UAS:fynY531F* larvae (left) and 5 dpf *elavl3:Gal4; UAS:fynY531F* versus 5 dpf *elavl3:Gal4* larvae (right). Nuclear-encoded mitochondrial genes *sdha*, *sdhaf2* and *taco1* are reduced. Elevated genes include *stat3*, *caspa*, *tngrsf1a/b* and *irg1l*. (D) STRING network analysis identifies Fyn interactions with Tnf-α and Stat3 signaling pathways in *elavl3:Gal4; UAS:fynY531F* larval transcriptome.

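At an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 5946 genes were higher and 5572 lower at 5 dpf than at 3 dpf in fynY531F larvae, out of 19849 genes tested. After adjustment 5361 rose and 4954 fell. Between fynY531F and control larvae at 5 dpf, 1695 genes were higher and 2243 lower at an unadjusted p under 0.05, out of 19988 tested, and after adjustment 397 rose and 515 fell. DESeq2 on the same genes called 1048 rises and 1369 falls in the second comparison. Many of its genes moved in both days, since 130 genes rose in fynY531F larvae against control larvae at both 3 and 5 dpf, where chance gives 32.0, and 166 fell at both, where chance gives 42.4, while 36 moved in opposite directions. Without elavl3:Gal4 replicate 3 at 5 dpf 473 rose at both days (195 by chance), 508 fell at both (197 by chance) and 215 moved in opposite directions. These 2 comparisons share no library.
Development over the same days changed 5077 genes in control larvae, of 19882 tested (3040 rose and 2037 fell), and 11395 in wild-type larvae, of 19771 tested. elavl3:Gal4 replicate 3 at 5 dpf weighs on the counts that involve control larvae at 5 dpf. Without it, 2303 genes rose and 2153 fell between fynY531F and control larvae at 5 dpf, and without any 1 of the other 7 libraries 286 to 470 genes changed in all. Development in control larvae then changed 11477 genes, and without elavl3:Gal4 replicate 1 or 2 at 3 dpf it changed 3298 or 3232. Against wild-type larvae in place of control larvae, 2871 genes rose and 2835 fell in fynY531F larvae at 5 dpf.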

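Nuclear genes of complex I, complex IV and the ATP synthase tended to be lower than other genes in fynY531F larvae at 5 dpf, though none of them passed the test alone and the calls were lost with an estimated correlation (adjusted p = 0.62 for each). In elavl3:Gal4 replicate 3 at 5 dpf these 3 lists stood above the other pools of its group, by median log2 deviations of 1.73, 1.79 and 1.64. mao encodes the monoamine oxidase of the outer mitochondrial membrane, which breaks down dopamine and serotonin (ENSDARG00000023712, chromosome 9 from 33660964 to 33725972). It stood at 69.6 ± 10 CPM (SD, n = 4) in fynY531F larvae and at 167 ± 20.4 in control larvae at 5 dpf, a log2 fold change of -1.26 (SE 0.15, adjusted p = 0.0032 from edgeR's quasi-likelihood test). From 3 to 5 dpf it rose by 1.27 on the log2 scale in fynY531F larvae (adjusted p = 7.7e-06) and by 2.25 in control larvae (adjusted p = 1.3e-05), and the genotypes differed in this rise by -0.99 on the log2 scale (adjusted p = 0.0037, edgeR).
sdhaf2, an assembly factor of complex II on chromosome 7 from 13353080 to 13362590, stood at 6.15 ± 1.15 CPM in fynY531F larvae and at 14.1 ± 5.06 in control larvae at 5 dpf, a log2 fold change of -1.19 (SE 0.29, adjusted p = 0.054, edgeR). In fynY531F larvae it fell by 1.03 from 3 to 5 dpf (SE 0.14, adjusted p = 0.00016, edgeR), and at 3 dpf it was already lower in fynY531F than in control larvae by a log2 fold change of -0.67 (SE 0.09, adjusted p = 0.00027, edgeR). ndufs7, a subunit of complex I, had a log2 fold change of -1.40 between the genotypes at 5 dpf (SE 0.47, adjusted p = 0.14, edgeR). sdha, the flavoprotein of complex II, had -0.32 (SE 0.11, adjusted p = 0.16, edgeR). mt-nd3, a mitochondrially encoded subunit of complex I, had -1.05 (SE 0.51, adjusted p = 0.30, edgeR), and tfam, the mitochondrial transcription factor, had -0.57 (SE 0.30, adjusted p = 0.33, edgeR). In elavl3:Gal4 replicate 3 at 5 dpf ndufs7, mt-nd3 and tfam stood at 98.9, 1605 and 86.6 CPM, and without it their log2 fold changes were -0.70, -0.29 and -0.14. The adjusted p without that library was 0.011 for sdhaf2, 0.04 for ndufs7, 0.038 for sdha, 0.45 for mt-nd3 and 0.23 for tfam. Over all 15 alternatives it ran from 0.0024 to 0.17, from 0.0018 to 0.34, from 0.017 to 0.37, from 0.21 to 0.51 and from 0.23 to 0.54, in the same order. taco1, a translational activator for a subunit of complex IV, lies on an unplaced scaffold in the identifier with more counts and appears under 2 identifiers, between which reads may be shared. Its log2 fold change at 5 dpf was 0.43 (SE 0.52, adjusted p = 0.70, edgeR), and 1.27 without that library (adjusted p = 0.0044, in a range of 0.0044 to 0.90 over 15 alternatives). Over these days in fynY531F larvae taco1 rose by 0.80 on the log2 scale, sdha fell by 0.29, tfam fell by 0.36, and mt-nd3 and ndufs7 had log2 fold changes of 0.27 and -0.42 (adjusted p = 0.011, 0.0055, 0.0019, 0.33 and 0.23, edgeR). Without fynY531F replicate 1 at 5 dpf mt-nd3 rose by 0.50 (adjusted p = 0.0010, edgeR). Of the 13 mitochondrially encoded genes 4 rose over these days (camera adjusted p = 0.11), and 10 without that library (camera adjusted p = 0.00035).
Of 32 genes of complex I subunits, 0 passed the test at 5 dpf, also when adjusted over the list alone, and their median log2 fold change was -0.66 (camera adjusted p = 0.00034, and adjusted p = 0.62 with an estimated correlation). Of 18 genes of complex IV 0 passed, and 4 fell and 1 rose when adjusted over the list alone (camera adjusted p = 0.00035, and adjusted p = 0.62 with an estimated correlation). Of 19 genes of the ATP synthase 0 passed, also when adjusted over the list alone (camera adjusted p = 0.00034, and adjusted p = 0.62 with an estimated correlation). In these 3 lists 6, 10 and 4 members fell without elavl3:Gal4 replicate 3 at 5 dpf. With wild type as control 9 of 31, 11 of 18 and 11 of 19 members fell (camera adjusted p = 0.00018, 0.00022 and 0.00043). The medians were then -0.16, -0.31 and -0.26, where they were -0.66, -0.98 and -0.74 against control larvae. At 3 dpf, where elavl3:Gal4 replicate 3 at 5 dpf plays no part, 6 of 33, 5 of 18 and 7 of 19 members fell and 0 rose. The medians there were -0.12, -0.09 and -0.11 (camera adjusted p = 0.0033, 0.0096 and 0.0049, and 0.53, 0.37 and 0.53 with an estimated correlation). The lists of complex II (camera adjusted p = 0.10), complex III (0.059) and the assembly of the complexes (0.21) were not called at 5 dpf. The assembly list leaned to higher values without elavl3:Gal4 replicate 3 (camera adjusted p = 0.096). The 13 mitochondrially encoded genes had a median of -0.04 (camera adjusted p = 0.55). In fynY531F larvae 23 of 39 genes for the assembly of respiratory complexes fell and 3 rose from 3 to 5 dpf, also when adjusted over the list alone (camera adjusted p = 0.0011, and adjusted p = 0.55 with an estimated correlation). In control larvae 6 fell and 0 rose (camera adjusted p = 0.12). Without elavl3:Gal4 replicate 3 at 5 dpf 26 fell and 3 rose in control larvae (camera adjusted p = 6.4e-05).

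**Figure D3:**
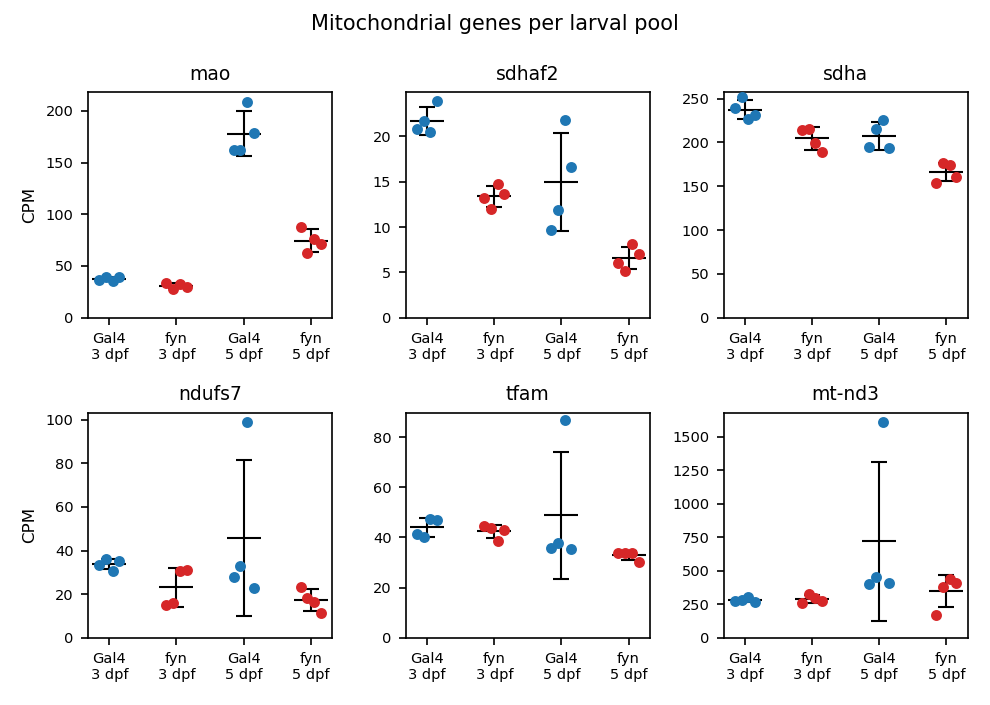
Levels (CPM, scaled by TMM over all 24 libraries, linear axes from 0) of mao, sdhaf2, sdha, ndufs7, tfam and mt-nd3 in each pool of elavl3:Gal4 and elavl3:Gal4; UAS:fynY531F larvae at 3 and 5 dpf; bars give the mean and SD of 4 pools. elavl3:Gal4 replicate 3 at 5 dpf lies above its group for ndufs7 (98.9), tfam (86.6) and mt-nd3 (1605).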

Consistent with oxidative stress as a factor in driving neurodegeneration, there was also a reduction in genes required for mitochondrial function (*taco1*, *mt-nd3*, *ndufs7*, *mao*, *tfam*) (Oktay et al., 2020; Richman et al., 2016) and oxidative phosphorylation (*sdha*, *sdhaf2*) (Fullerton et al., 2020). 

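Fatty acids, tryptophan and sugars feed the energy supply of the larva, and at 5 dpf more genes of these pathways were lower than higher in fynY531F larvae. Of 56 genes of PPAR signaling and fatty acid metabolism, 9 fell and 1 rose, and 18 fell and 4 rose when adjusted over the list alone (camera adjusted p = 0.00034 for a fall, and adjusted p = 0.30 with an estimated correlation). fads2 encodes a fatty acid desaturase and lies on chromosome 25 from 4133488 to 4148719 (ENSDARG00000019532). It stood at 9.54 ± 1.67 CPM (SD, n = 4) in fynY531F larvae and at 65.4 ± 15.6 in control larvae, a log2 fold change of -2.78 (SE 0.21, adjusted p = 0.0011 from edgeR's quasi-likelihood test, and -1.59 with wild type as control). The member that rose was slc27a2a, a fatty acid transporter on chromosome 18 from 62932 to 73844, at 212 ± 15.9 CPM in fynY531F larvae and 95.3 ± 6.53 in control larvae, a log2 fold change of 1.15 (SE 0.12, adjusted p = 0.0015, edgeR).
Of 58 genes of glycolysis and carbon metabolism 2 fell and 1 rose, and 8 fell and 2 rose when adjusted over the list alone (camera adjusted p = 0.00067 for a fall, and adjusted p = 0.50 with an estimated correlation). These were pfkma, a phosphofructokinase, with a log2 fold change of -1.09 (SE 0.17, adjusted p = 0.01, edgeR), pck2, a mitochondrial carboxykinase, with -1.03 (adjusted p = 0.04), and tktb, a transketolase, with 0.75 (SE 0.13, adjusted p = 0.015, edgeR). pfkma lost its call without fynY531F replicate 2, pck2 kept its call only without elavl3:Gal4 replicate 3, and tktb only without fynY531F replicate 1 or 2 or elavl3:Gal4 replicate 3. Of 23 genes of tryptophan metabolism mao fell and 0 rose, also when adjusted over the list alone (camera adjusted p = 0.00059 for a fall, and adjusted p = 0.36 with an estimated correlation). With wild type as control this call was lost (camera adjusted p = 0.19). Without elavl3:Gal4 replicate 3 at 5 dpf, 25, 19 and 6 members of the 3 lists fell and 4, 5 and 1 rose, and without any 1 of the other 7 libraries 5 to 7, 0 to 2 and 1 fell.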

Elevated metabolic pathways identified by the KEGG analysis above suggested a compensatory mechanism for an energy deficit resulting from reduced mitochondrial function. Decreased dopa decarboxylase (*DDC*) suggests a disruption in dopaminergic neurotransmitter metabolism (Ramesh and Arachchige, 2023), which correlates with the loss of dopaminergic neurons in *elavl3:Gal4; UAS:fynY531F* larvae. 

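Dopa decarboxylase makes dopamine from L-DOPA. ddc (ENSDARG00000016494, chromosome 16 from 8298542 to 8342749) stood at 12.7 ± 3.55 CPM (SD, n = 4) in fynY531F larvae and at 24.6 ± 6.89 in control larvae at 5 dpf. Its log2 fold change of -0.96 (SE 0.28) did not pass edgeR's quasi-likelihood test (adjusted p = 0.094). Leaving out elavl3:Gal4 replicate 3 at 5 dpf made it -1.14 with an adjusted p of 0.0026, in a range of 0.0026 to 0.26 over 15 alternatives. From 3 to 5 dpf ddc rose in both genotypes, by 2.01 on the log2 scale in fynY531F larvae (adjusted p = 2.5e-05, edgeR) and by 2.91 in control larvae (adjusted p = 0.00067, edgeR), and the difference between these rises had an adjusted p of 0.24. At 3 dpf its log2 fold change between the genotypes was -0.04 (SE 0.25, adjusted p = 0.93, edgeR).
Of 29 genes of dopaminergic neurons and dopamine metabolism, 2 fell and 0 rose at 5 dpf, and 7 fell when adjusted over the list alone (camera adjusted p = 0.0032, and adjusted p = 0.11 with an estimated correlation). These were mao and comta, a catechol O-methyltransferase on chromosome 8 from 8459192 to 8480579, which stood at 23.8 ± 2.94 CPM in fynY531F larvae and at 38.4 ± 3.79 in control larvae, a log2 fold change of -0.69 (SE 0.14, adjusted p = 0.03, edgeR). Both enzymes break down dopamine. slc6a3, the dopamine transporter, stood at 4.93 ± 1.28 and 8.15 ± 1.61 CPM, a log2 fold change of -0.73 (SE 0.26, adjusted p = 0.15, edgeR, and -0.40 with wild type as control). th, the tyrosine hydroxylase that starts dopamine synthesis, stood at 2.34 ± 0.804 and 2.28 ± 0.814 CPM, a log2 fold change of 0.06 (SE 0.37, adjusted p = 0.95, edgeR). Without elavl3:Gal4 replicate 3 at 5 dpf 11 genes of the list fell and 1 rose, and without any 1 of the other 7 libraries 1 fell, comta being the member whose call was lost.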

Significant elevation of genes related to apoptosis or programmed cell death was not detected, although there was a reduction in Caspase-3 and apoptosis-related cysteine peptidase in 5 dpf versus 3 dpf *elavl3:Gal4; UAS:fynY531F* larvae. Together, these results suggest that Fyn signaling contributes to neurodegeneration through disruption of neuroprotective mechanisms and energy production.

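Caspase-3 carries out cell death by apoptosis, and zebrafish have the genes casp3a and casp3b. casp3a (ENSDARG00000017905, chromosome 1 from 17527342 to 17536307) fell from 15.1 ± 0.99 CPM at 3 dpf to 8.85 ± 1.29 CPM at 5 dpf in fynY531F larvae (SD, n = 4), a log2 fold change of -0.77 (SE 0.12, adjusted p = 0.00042 from edgeR's quasi-likelihood test). In control larvae its log2 fold change was -0.66 (SE 0.28, adjusted p = 0.12, edgeR), and -0.92 without elavl3:Gal4 replicate 3 at 5 dpf (adjusted p = 0.00088, in a range of 0.00088 to 0.27 over 14 alternatives). The difference between the genotypes in this change had an adjusted p of 0.88. casp3b on chromosome 14 from 4125363 to 4145594 had a log2 fold change of -0.08 over the same days in fynY531F larvae (SE 0.15, adjusted p = 0.67, edgeR). Between fynY531F and control larvae at 5 dpf, casp3a had a log2 fold change of -0.36 (SE 0.30, adjusted p = 0.56, edgeR) and casp3b of -0.02 (SE 0.19, adjusted p = 0.97, edgeR). For casp3a it was -0.10 without elavl3:Gal4 replicate 3, -0.57 without replicate 1 and 0.09 with wild type as control (adjusted p from 0.31 to 0.78, edgeR).
Of 37 genes of apoptosis, 10 rose and 10 fell from 3 to 5 dpf in fynY531F larvae, and 12 rose and 10 fell when adjusted over the list alone (camera adjusted p = 0.80). cdkn1a, the p53 target that encodes the cell cycle inhibitor p21, rose by 2.27 on the log2 scale and bcl2b, a gene of the anti-apoptotic Bcl-2 family, by 1.35 (adjusted p = 2.8e-05 and 1.9e-05, edgeR). Between the genotypes at 5 dpf cdkn1a was the only member that passed, also when adjusted over the list alone (camera adjusted p = 0.55). It stood at 40.5 ± 16.3 CPM in fynY531F larvae and at 13.3 ± 2.41 in control larvae (ENSDARG00000076554, chromosome 22 from 603382 to 607812), which passed the test (adjusted p = 0.014, edgeR), and it lost its call without elavl3:Gal4 replicate 2 (adjusted p = 0.06). Its log2 fold change with wild type as control was 0.84 (edgeR adjusted p = 0.016). Leaving out elavl3:Gal4 replicate 3 at 5 dpf, 6 members rose and 2 fell, and without any 1 of the other 7 libraries 0 or 1 rose and 0 or 1 fell.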

Upregulated pathways consistent with the cytokine RT-qPCR gene expression analyses described above included elevated expression of components of inflammatory signaling (*nlrp16*, *caspa*, *card14*) and microglia activation (*irg1l*) (Fig. 5C). 

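Some inflammatory genes, and 2 of 30 genes of microglia and macrophages, were higher in fynY531F than in control larvae at 5 dpf, while nlrp16 and caspa passed the test between the days and not between the genotypes. nlrp16, a gene of the NOD-like receptor family (ENSDARG00000077673, chromosome 15 from 41919484 to 41931060), rose from 2.66 ± 0.486 CPM at 3 dpf to 6.58 ± 3.54 CPM at 5 dpf in fynY531F larvae (SD, n = 4), a log2 fold change of 1.34 (SE 0.33, adjusted p = 0.0063 from edgeR's quasi-likelihood test). It rose by 1.31 in control larvae (SE 0.18, adjusted p = 0.0012, edgeR), with an adjusted p of 0.99 for the difference between the genotypes. At 5 dpf its log2 fold change between them was -0.30 (SE 0.34, adjusted p = 0.68, edgeR). Without fynY531F replicate 2 at 5 dpf, which held 11.3 CPM, it was -0.74 (adjusted p = 0.20, edgeR), and the rise in fynY531F larvae was 0.89 (adjusted p = 0.0072, edgeR). With wild type as control the genotype difference was 0.07 (adjusted p = 0.89, edgeR). caspa, the zebrafish inflammatory caspase of the inflammasome (chromosome 16 from 41993551 to 42004544), rose from 11.5 ± 1.28 to 18.9 ± 3.24 CPM over these days in fynY531F larvae, a log2 fold change of 0.72 (SE 0.13, adjusted p = 0.0012, edgeR). Between the genotypes at 5 dpf it had a log2 fold change of 0.22 (SE 0.25, adjusted p = 0.68, edgeR), and of 0.49 without elavl3:Gal4 replicate 3 (adjusted p = 0.032, in a range of 0.032 to 0.89 over 15 alternatives). card14, a scaffold protein of NF-kB signaling at a low level of 1.35 ± 0.453 CPM in fynY531F larvae and 0.627 ± 0.15 in control larvae at 5 dpf, had a log2 fold change of 1.12 (SE 0.33, adjusted p = 0.098, edgeR), with an adjusted p of 0.033 without that library, in a range of 0.033 to 0.27 over 14 alternatives. It rose by 1.27 from 3 to 5 dpf in fynY531F larvae (SE 0.35, adjusted p = 0.011, edgeR). irg1l fell from 154 ± 58.4 to 73.5 ± 29.4 CPM over these days in fynY531F larvae, by 1.07 on the log2 scale (adjusted p = 0.015, edgeR), and by 2.35 in control larvae (adjusted p = 0.00068), with an adjusted p of 0.14 for the difference between these falls.
Of 30 genes of microglia and macrophages 2 rose and 0 fell between the genotypes at 5 dpf, and 3 rose when adjusted over the list alone (camera adjusted p = 0.00055, and adjusted p = 0.46 with an estimated correlation). These were mpeg1.2, a perforin-like gene of macrophages on chromosome 8 from 19356072 to 19359834, at 89.7 ± 21.1 CPM in fynY531F larvae and 31.4 ± 2.14 in control larvae (log2 fold change 1.52, SE 0.19, adjusted p = 0.0041, edgeR, and 2.45 with wild type as control), and lgals3bpb, a gene for a galectin-binding protein, with 0.77 (SE 0.15, adjusted p = 0.025, edgeR), which kept its call only without elavl3:Gal4 replicate 3. Of 45 genes of the NF-kB pathway and cytokines, 5 rose and 0 fell, and 7 rose and 1 fell when adjusted over the list alone (camera adjusted p = 0.00025, and adjusted p = 0.076 with an estimated correlation). They were irg1l, rel, tank, tnfrsf1a and tgfb1a, of which rel lost its call with wild type as control (edgeR adjusted p = 0.98). The paper labels irg1l, tank and tnfrsf1a in Fig. 5C from these same data, so this list is not independent evidence. Of 17 inflammasome genes 4 rose and 0 fell, and 5 rose when adjusted over the list alone (camera adjusted p = 0.015, and adjusted p = 0.32 with an estimated correlation). They were caspbl, a caspase b-like gene, with a log2 fold change of 2.45 (SE 0.23, adjusted p = 0.0013, edgeR, and 3.87 with wild type as control), the interferon-induced GTPase gbp1 (adjusted p = 0.0062, edgeR), gbp2 and caspb. Of 25 interferon-stimulated genes 6 rose and 0 fell, and 11 rose and 1 fell when adjusted over the list alone (camera adjusted p = 9.6e-07, and adjusted p = 0.076 with an estimated correlation). Without elavl3:Gal4 replicate 3 at 5 dpf 15, 15, 7 and 10 members of the 4 lists rose, and without any 1 of the other 7 libraries 1, 1 to 2, 2, and 2 to 5 did.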

A significant increase was also detected in components of the Signal transducer and transcription activator (Stat) pathway, including *stat3*, *timp2b*, *timp4.1*, *socs3* (Fig. 5C) and Tnf-α receptors *tnfrsf1a/b*, the human homologs of which have been shown to be a direct transcriptional target of STAT3 in breast cancer cells (Egusquiaguirre et al., 2018). 

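Stat3 carries signals of the interleukin-6 family to the nucleus, and several of its targets were higher in fynY531F larvae. stat3 (ENSDARG00000022712, chromosome 3 from 17030665 to 17107445) stood at 84.3 ± 0.515 CPM (SD, n = 4) in fynY531F larvae and at 32.3 ± 18.6 in control larvae at 5 dpf. Its log2 fold change of 1.38 (SE 0.53) did not pass edgeR's quasi-likelihood test (adjusted p = 0.20). The spread in control larvae came from elavl3:Gal4 replicate 3, at 4.79 CPM where the other 3 pools had 44.1 to 44.6 (scaled over all 24 libraries). Without it the log2 fold change was 1.02 with an adjusted p of 1.9e-05, in a range of 1.7e-06 to 0.36 over 15 alternatives, of which 2 called the gene. All 4 fynY531F pools lay above all 4 control pools. Between 3 and 5 dpf stat3 had a log2 fold change of -0.06 in fynY531F larvae (SE 0.05, adjusted p = 0.37, edgeR), and the difference in this change from control larvae had an adjusted p of 0.92.
socs3b, a suppressor of cytokine signaling that is induced by Stat3 (chromosome 12 from 34258139 to 34277465), rose from 29.7 ± 2.84 CPM in control larvae to 93.1 ± 9.59 in fynY531F larvae at 5 dpf, a log2 fold change of 1.65 (SE 0.13, adjusted p = 0.0011, edgeR). Its paralog socs3a varied among the fynY531F pools (SD 89 at a mean of 122 CPM) and had a log2 fold change of 1.02 (SE 0.43, adjusted p = 0.24, edgeR). It was 0.37 without fynY531F replicate 1, which held 271 CPM, and 1.83 with wild type as control (edgeR adjusted p = 0.51 and 0.0058). timp2b, an inhibitor of metalloproteinases on chromosome 3 from 57632965 to 57666996, rose from 12.2 ± 1.32 to 27.9 ± 2.47 CPM, a log2 fold change of 1.20 (SE 0.15, adjusted p = 0.0039, edgeR). tnfrsf1a, a receptor of Tnf-α on chromosome 16 from 17060758 to 17072561, rose from 27.5 ± 2.84 to 46 ± 3.59 CPM, a log2 fold change of 0.74 (SE 0.13, adjusted p = 0.016, edgeR). It kept its call without fynY531F replicate 3 or elavl3:Gal4 replicate 3 and lost it without any of the other 6 libraries (adjusted p up to 0.084). tnfrsf1b had 8.59 ± 1.71 and 3.35 ± 1.8 CPM, a log2 fold change of 1.34 (SE 0.46, adjusted p = 0.15, edgeR). Its adjusted p without elavl3:Gal4 replicate 3 was 0.0042, in a range of 0.00031 to 0.33 over 15 alternatives.
Of 35 target genes of Stat3, 6 rose and 0 fell, and 13 rose when adjusted over the list alone (camera adjusted p = 0.00017, and adjusted p = 0.45 with an estimated correlation). irf1b, an interferon regulatory factor listed under 2 identifiers, rose in the one with the call by 1.86 on the log2 scale (SE 0.22, adjusted p = 0.0035, edgeR, and 1.09 with wild type as control). Of 28 components of the Jak-Stat pathway 4 rose and 0 fell, also when adjusted over the list alone (camera adjusted p = 0.0037, and adjusted p = 0.34 with an estimated correlation). They include stat4 with a log2 fold change of 1.33 (SE 0.20, adjusted p = 0.0085, edgeR), and the cytokine receptor genes il6st and lifrb. Without elavl3:Gal4 replicate 3 at 5 dpf 15 targets and 5 components rose, and without any 1 of the other 7 libraries 3 to 4 targets and 2 to 3 components did.

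**Figure D4:**
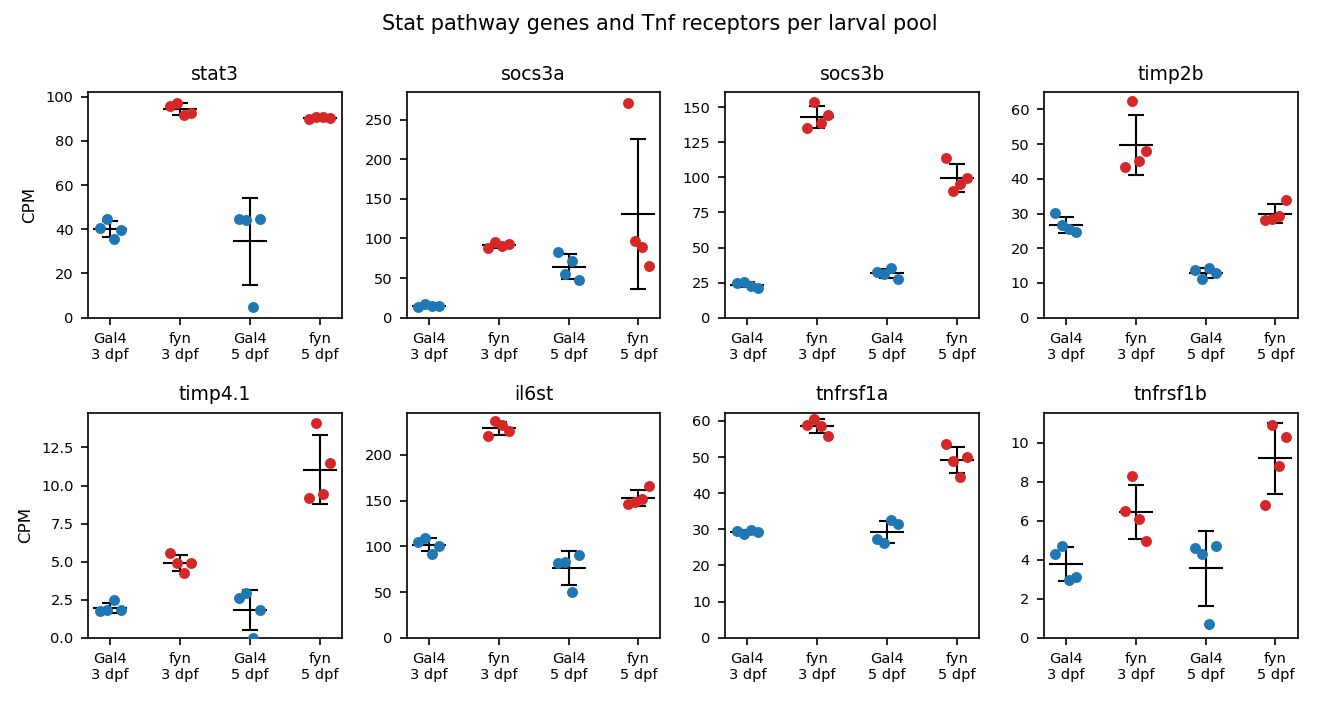
Levels (CPM, scaled by TMM over all 24 libraries, linear axes from 0) of stat3, socs3a, socs3b, timp2b, timp4.1, il6st, tnfrsf1a and tnfrsf1b in each pool of elavl3:Gal4 and elavl3:Gal4; UAS:fynY531F larvae at 3 and 5 dpf; bars give the mean and SD of 4 pools. stat3 is higher in all 8 fynY531F pools than in any control pool, and elavl3:Gal4 replicate 3 at 5 dpf lies at 4.79 CPM.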

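Cytokines of the interleukin-6 family reach Stat3 through receptors that share gp130, and the gene of this subunit was higher in fynY531F larvae on both days. il6st encodes gp130, the shared receptor subunit of the interleukin-6 family (ENSDARG00000104693, chromosome 10 from 5788620 to 5821584). At 5 dpf it stood at 143 ± 7.6 CPM (SD, n = 4) in fynY531F larvae and at 71.5 ± 17 in control larvae, a log2 fold change of 1.00 (SE 0.18, adjusted p = 0.02 from edgeR's quasi-likelihood test). lifrb, a receptor of leukemia inhibitory factor, rose by 0.82 on the log2 scale (SE 0.17, adjusted p = 0.031, edgeR). tank, which regulates NF-kB signaling (chromosome 9 from 51521248 to 51563575), rose from 3.21 ± 0.481 to 6.89 ± 0.605 CPM, a log2 fold change of 1.09 (SE 0.20, adjusted p = 0.019, edgeR). mapk12a, a p38 kinase on chromosome 18 from 14844669 to 14860435, rose from 24.4 ± 4.97 to 46 ± 6.16 CPM, a log2 fold change of 0.92 (SE 0.18, adjusted p = 0.026, edgeR, and 0.50 with wild type as control). jun, a subunit of the transcription factor AP-1, had a log2 fold change of 0.47 (SE 0.12, adjusted p = 0.068, edgeR) and irf9, an interferon regulatory factor, of 0.56 (SE 0.21, adjusted p = 0.17, edgeR). With elavl3:Gal4 replicate 3 at 5 dpf left out, jun had an adjusted p of 0.0066 and irf9 of 0.0046, in ranges of 0.0005 to 0.21 and 0.0011 to 0.42 over 15 alternatives. The calls of lifrb and tank were lost without any library other than elavl3:Gal4 replicate 3 (adjusted p up to 0.13 and 0.074), and those of il6st and mapk12a held in 2 of the 8 fits that leave out 1 library (adjusted p up to 0.079 and 0.1).
At 3 dpf the same test gave il6st a log2 fold change of 1.20 (SE 0.06, adjusted p = 1.1e-07, edgeR), jun 1.38 (SE 0.07, adjusted p = 8.4e-08, edgeR) and irf9 1.45 (SE 0.09, adjusted p = 6.5e-07, edgeR). The genotype difference was smaller at 5 than at 3 dpf for jun (interaction -0.90, edgeR adjusted p = 0.0021) and irf9 (interaction -0.88, adjusted p = 0.043). It was larger for tank (interaction 0.90, adjusted p = 0.025). For mapk12a it changed direction (interaction 1.35, adjusted p = 0.0016). At 3 dpf mapk12a was lower in fynY531F pools, at 27.5 to 34.3 CPM, than in control pools, at 39.7 to 46.8 (scaled over all 24 libraries).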

To reveal potential protein–protein interactions, STRING network analysis was performed, which identified connections between Fyn and Stat3 signaling (Fig. 5D), providing additional evidence for Stat3 as a potential novel downstream effector of Fyn. Together, these gene expression analyses indicate that Fyn-driven neurodegeneration may be due to defective neuroprotective mechanisms that correlate with oxidative stress, inflammatory cytokine production and Stat3 pathway activation.

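stat3 and some of the genes that it induces were already higher at 3 dpf in fynY531F larvae. At 3 dpf stat3 stood at 99.7 ± 2.92 CPM (SD, n = 4) in fynY531F larvae and at 41.6 ± 3.91 in control larvae, a log2 fold change of 1.25 (SE 0.07, adjusted p = 2.2e-07 from edgeR's quasi-likelihood test). socs3a and socs3b, which restrain the pathway, rose by 2.59 and 2.63 on the log2 scale (adjusted p = 4.6e-10 and 2.9e-10, edgeR). The difference was smaller at 5 dpf for socs3b (interaction -0.97, adjusted p = 0.0018). timp2b, timp4.1 and tnfrsf1a had log2 fold changes of 0.92, 1.35 and 1.02 at 3 dpf (adjusted p = 0.00015, 0.00027 and 1.8e-07, edgeR), and tnfrsf1b had 0.76 (adjusted p = 0.019), a call lost without elavl3:Gal4 replicate 4 (adjusted p = 0.056). irg1l had 158 ± 59.7 CPM and 39.1 ± 11.6 CPM, a log2 fold change of 1.99 (SE 0.24, adjusted p = 0.00015, edgeR), and mpeg1.2 rose by 1.25 (SE 0.21, adjusted p = 0.0013, edgeR).
Of 34 target genes of Stat3, 18 rose and 3 fell at 3 dpf, and 21 rose and 3 fell when adjusted over the list alone (camera adjusted p = 8.4e-09, and adjusted p = 0.30 with an estimated correlation). Of 26 interferon-stimulated genes 13 rose and 0 fell, and 15 rose and 1 fell when adjusted over the list alone (camera adjusted p = 3.1e-11, and adjusted p = 0.0087 with an estimated correlation). This list alone, among the 40 lists at 3 dpf, was called with both correlations, and at 5 dpf 0 lists were. isg15 and rsad2, genes that interferon induces, had log2 fold changes of 3.64 and 3.76 at 3 dpf (adjusted p = 1.1e-05 and 6.2e-06, edgeR), at control levels under 1 CPM. Of 26 genes of microglia and macrophages 10 rose and 1 fell, and 11 rose and 1 fell when adjusted over the list alone (camera adjusted p = 9.2e-05, and adjusted p = 0.37 with an estimated correlation). Leaving out any 1 library, 16 to 18, 4 to 13 and 8 to 9 members of these lists rose. Of the interferon-stimulated genes 4 or 5 rose without a fynY531F library and 11 to 13 without a control library. The filter of 10 counts in at least 4 libraries stayed the same in these fits. Genes that reach it in fynY531F larvae alone thus drop out without a fynY531F library, and such genes can add to the call of this list. Another test, fry, asks whether the genes of a list move on balance in one direction, and does not compare them with other genes. At 3 dpf fry gave an adjusted p of 0.00017 for the Stat3 targets, 4.1e-07 for the interferon-stimulated genes and 0.0063 for microglia and macrophages. At 5 dpf it gave 0.0396, 0.00179 and 0.076 in the same order. The filter applies to fry as well. From its own gene expression analyses, with a STRING network, the paper proposes that impaired neuroprotection may underlie the neurodegeneration driven by Fyn. It relates this to oxidative stress, inflammatory cytokines and activation of the Stat3 pathway. Its volcano plots compare the genotypes at 5 dpf and the days in fynY531F larvae, not the genotypes at 3 dpf. Its western blots, which measure protein, showed more phosphorylated Stat3 in fynY531F larvae at 3 and at 5 dpf.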

### Stat3 is a novel Fyn downstream effector driving dopaminergic neuron loss and cytokine induction

Differential gene expression in the FynY531F *elavl3:Gal4; UAS:fynY531F* model identified Stat3 as a potential downstream pathway activated by Fyn signaling. In cultured human melanoma cells, FYN kinase has been shown to phosphorylate STAT3 on Tyr705 (Tang et al., 2020). To test whether Fyn signaling drove Stat3 activation in the zebrafish Fyny531F model, western blotting of wild-type +/+, control *elavl3:Gal4* and *elavl3:Gal4; UAS:fynY531F* larvae was performed with an anti-Stat-Y705-PO antibody (Fig. 6A). At 3 dpf and 5 dpf, elevated levels of Stat-Y705-PO were detected in *elavl3:Gal4; UAS:fynY531F* larvae compared to those in wild-type and control larvae (Fig. 6A,B). Treatment of *elavl3:Gal4; UAS:fynY531F* from 3 dpf to 5 dpf with 10 µM Saracatinib (Src family inhibitor) inhibited Stat-Y705-PO levels, which remained similar to those detected in control *elavl3:Gal4* larvae (Fig. 6A,B). These results showed that FynY31F signaling drives Stat3-Y705 phosphorylation, which is dependent on Fyn kinase activity.

**Fig. 6.**
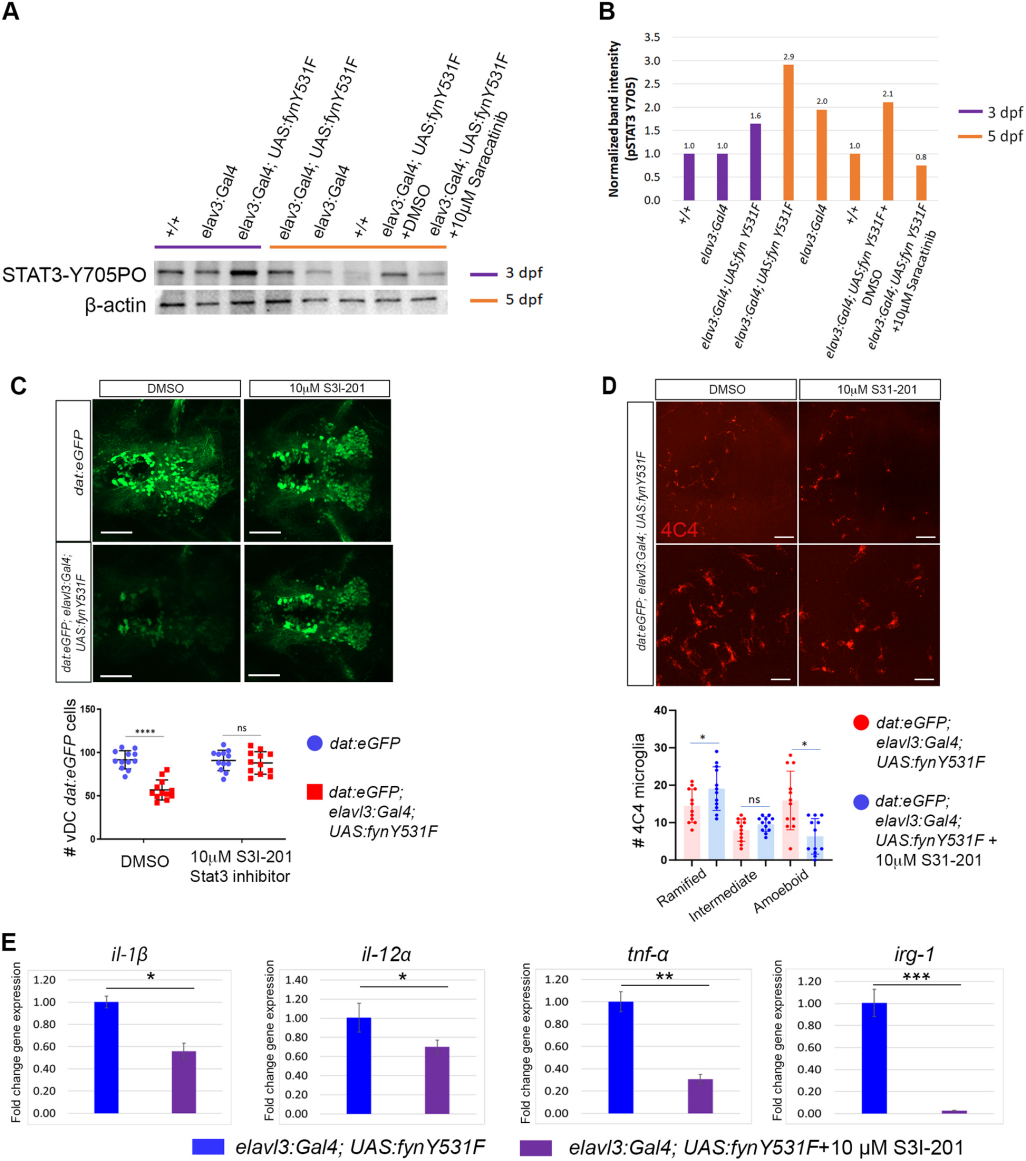
**Stat3 inhibition suppresses FynY531F-driven dopaminergic neuron degeneration and induction of *il1b*, *il12a*, *tnfa* and *irg1* expression.** (A) Western blot of 3 dpf and 5 dpf +/+, control *elavl3:Gal4* and *elavl3:Gal4; UAS:fynY531F* larval extracts probed with anti-Stat3-Y705-PO antibody shows increased Stat3-Y705 phosphorylation in *elavl3:Gal4; UAS:fynY531F* larvae. *elavl3:Gal4; UAS:fynY531F* larvae treated from 3 dpf to 5 dpf with 10 µM Saracatinib (Src family inhibitor) show reduced Stat3-Y705 phosphorylation. Blot was probed with anti-Gapdh and anti-β-actin as protein-loading controls. (B) Quantification of band intensities on Stat3-Y750-PO western blot. (C) Top: live confocal imaging of vDC eGFP dopaminergic neurons in 5 dpf control *dat:eGFP* and *dat:eGFP;elav:Gal4; UAS:fynY531F* larvae show rescue of dopaminergic neuron loss after treatment with 10 µM S3I-201 (Stat3 inhibitor). Bottom: quantification of vDC eGFP dopaminergic neuron number in 5 dpf control *dat:eGFP* and *dat:eGFP;elav:Gal4; UAS:fynY531F* larvae after treatment with 10 µM S3I-201 (*n*=12). Statistical analysis was performed using two-way ANOVA with Tukey's multiple comparison. (D) Top: confocal imaging of fixed, whole-mount anti-4C4 immunolabeling in brain of 5 dpf control *dat:eGFP* and *dat:eGFP;elav:Gal4; UAS:fynY531F* larvae at low magnification (top row) and high magnification (bottom row) after treatment with vehicle (DMSO) and Stat3 inhibitor (S3I-201). Bottom: quantification of 4C4-positive microglia with ramified, intermediate or amoeboid morphology number in 5 dpf control *dat:eGFP* and *dat:eGFP;elav:Gal4; UAS:fynY531F* larvae and after treatment with 10 mM Stat3 inhibitor S3I-201 (*n*=12). Analysis was performed using two-way ANOVA with Tukey's multiple comparison. (E) RT-qPCR of *il1b*, *il12a*, *tnfa*, and *irg1* in RNA extracts from untreated and 10 µM S3I-201-treated 5 dpf *elavl3:Gal4; UAS:fynY531F* larvae (*n*=3 biological replicates for each genotype). Statistical analysis was performed with two-tailed unpaired Student's *t*-test. Bars represent mean±s.e.m. ns, not significant; *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001. Scale bars: 100 µm (C); 20 µm (D).

To determine whether dopaminergic neuron loss in the FynY531F model was dependent on Stat3 activation, *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae were treated with 10 µM S3I-201 (Stat3 inhibitor), followed by quantification of the vDC *dat:eGFP* cluster (Fig. 6C). S3I-201 treatment from 3 dpf to 5 dpf suppressed *dat:eGFP* neuron loss in *elavl3:Gal4; UAS:fynY531F* larvae (Fig. 6C). The number of *dat:eGFP*-positive cells in treated *elavl3:Gal4; UAS:fynY531F* larvae was not significantly different from that in untreated control (*P*=0.99) or treated control (*P*=0.92) larvae (Fig. 6C). Together with the results shown above, this analysis indicates that Stat3 is a downstream effector of Fyn signaling, which mediates dopaminergic neuron loss.

We next examined whether microglia activation and elevated cytokine levels in *elavl3:Gal4; UAS:fynY531F* larvae were dependent on Stat3 activation. *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae were treated with 10 µM S3I-201, fixed and labeled with anti-4C4 antibody (Fig. 6D). The number of microglia with ramified, intermediate and amoeboid morphologies were quantified in untreated control *dat:eGFP; elavl3:Gal4; UAS:fynY531F* and treated *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae (Fig. 6D). In larvae treated with S3I-201, the number of ramified microglia showed a slightly significant increase (*P*=0.042), there was no significant change in the number of intermediate microglia (*P*=0.140), and the number of amoeboid microglia showed a significant decrease, relative to that in control (*P*=0.0015) (Fig. 6D). RT-qPCR of *elavl3:Gal4; UAS:fynY531F* larvae treated with 10 µM S3I-201 showed that treatment with the Stat3 inhibitor suppressed elevated levels of cytokines *il1b* (*P*<0.05), *il12a* (*P*<0.04) and *tnfa* (*P*<0.001), and microglia activation marker *irg1* (*P*>0.0001) (Fig. 6E). Together, these results are consistent with Fyn signaling driving the Stat3 activation and induction of inflammatory cytokine expression that correlates with dopaminergic neuron loss and microglia activation.

### FynY531F-induced dopaminergic neuron loss and cytokine elevation depend on NF-κB inflammatory signaling

The results presented above indicate that Fyn signaling drives induction of inflammatory cytokines *il1b* and *il12a*, which are known to be expressed by activated microglia via the NF-κB pathway (Wang et al., 2015). To test whether FynY531F-driven dopaminergic neuron loss was dependent on the NF-κB inflammatory signaling pathway, *dat:eGFP*; *elavl3:Gal4; UAS:fynY531F* larvae were treated at 3 dpf with NF-κB and Caspase-1 inhibitors, and collected at 5 dpf for live imaging and quantification of vDC dopaminergic neurons. Treatment of *dat:eGFP*; *elavl3:Gal4; UAS:fynY531F* larvae with 0.5 µM caffeic acid phenethyl ester (CAPE; NF-κB inhibitor) suppressed vDC dopaminergic neuron loss (Fig. 7A). The numbers of eGFP-positive vDC neurons in treated larvae showed no significant difference from those in control *dat:eGFP* larvae (*P*=0.96) (Fig. 7B). Treatment of *dat:eGFP*; *elavl3:Gal4; UAS:fynY531F* larvae with 20 µM Ac-YVAD-cmk, a Caspase-1 inhibitor, also suppressed vDC dopaminergic neuron loss compared to that in control larvae (Fig. 7A,B, *P*=0.08). These results indicate that constitutive FynY531F kinase signaling driving dopaminergic neuron loss is mediated by activation of the inflammatory signaling pathway NF-κB/Caspase-1.

**Fig. 7.**
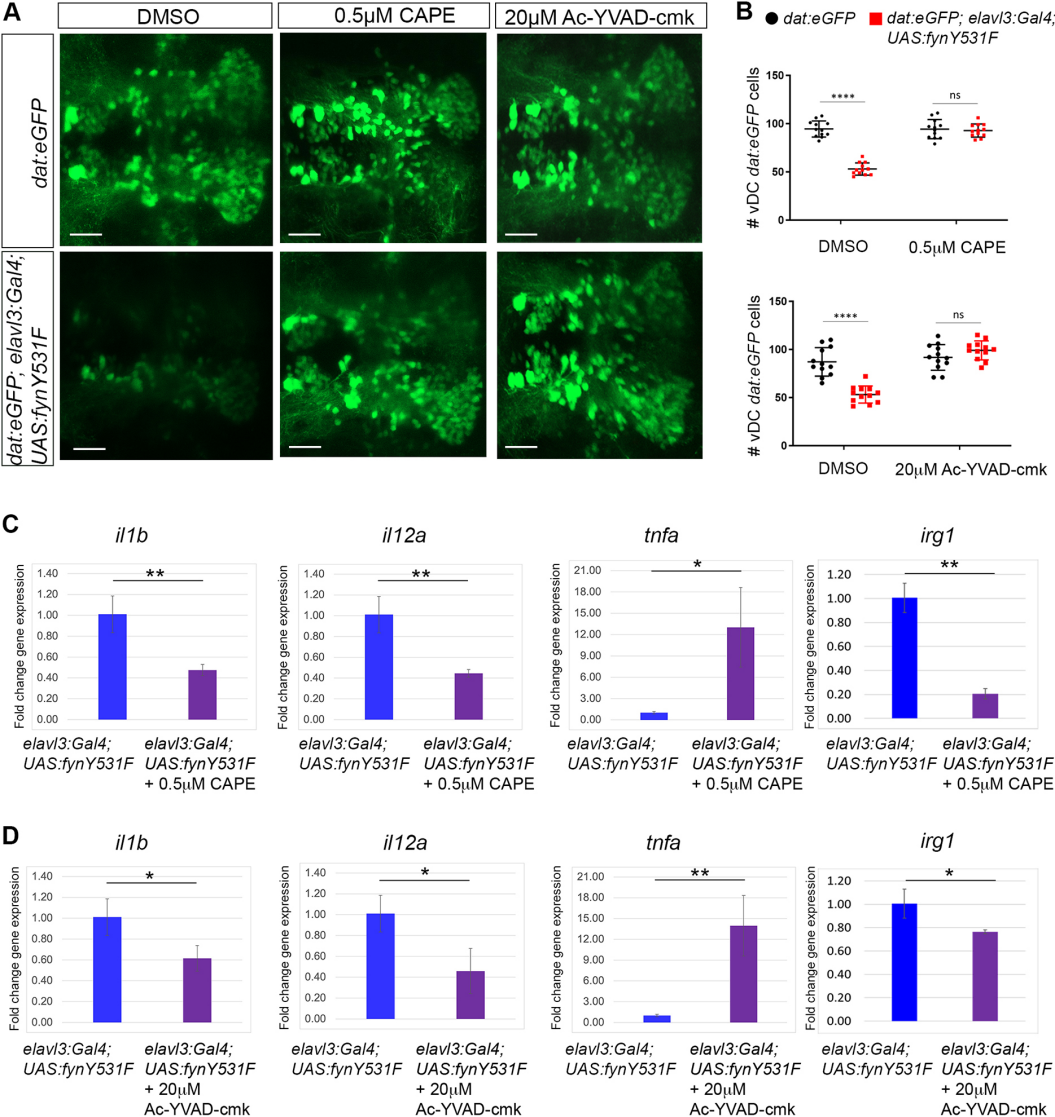
**NF-κB and Caspase-1 inhibition suppresses FynY531F-driven dopaminergic neuron loss and induction of *il1b*, *il12a* and *irg1* expression.** (A) Live confocal imaging of vDC eGFP-positive dopaminergic neurons in 5 dpf control *dat:eGFP* and *dat:eGFP;elav:Gal4; UAS:fynY531F* larvae show rescue of dopaminergic neuron loss after treatment with 0.5 µM caffeic acid phenethyl ester (CAPE; NF-κB inhibitor) and 20 µM Ac-YVAD-cmk (Caspase-1 inhibitor). (B) Quantification of vDC eGFP-positive cells (*n*=12). Analysis was performed using two-way ANOVA with Tukey's multiple comparison. (C,D) RT-qPCR revealed significantly reduced levels of *il1b*, *il12a* and *irg1* after treatment of *dat:eGFP;elav:Gal4; UAS:fynY531F* larvae with 0.5 µM CAPE (C) and 20 µM Ac-YVAD-cmk (D). *tnfa* was increased after treatment with 0.5 µM CAPE and 20 µM Ac-YVAD-cmk (*n*=3 biological replicates for each genotype and condition). These experiments were performed together with the Saracatinib experiment in Fig. 4E, using shared untreated controls. Control data in these panels are also shown in Fig. 4E. Statistical analysis was performed with two-tailed unpaired Student's *t*-test. Bars represent mean±s.e.m. ns, not significant; *P<0.05; **P<0.01; ****P<0.0001. Scale bars: 50 µm.

RT-qPCR was used to determine whether *elavl3:Gal4; UAS:fynY531F*-elevated inflammatory cytokine expression was dependent on the NF-κB/Caspase-1 pathway. Treatment of *elavl3:Gal4; UAS:fynY531F* larvae with 0.5 µM CAPE suppressed the increase in *il1b*, *il12a* and *irg1* expression (Fig. 7C). The results with 20 µM Ac-YVAD-cmk were similar, with a slightly less significant difference in expression level compared to that in untreated *elavl3:Gal4; UAS:fynY531F* larvae (Fig. 7D). Neither CAPE nor Ac-YVAD-cmk suppressed the elevation in *tnfa* expression in *elavl3:Gal4; UAS:fynY531F* larvae. Together, these results suggest that microglia and NF-κB/Caspase-1 pathway activation occur in response to an external inflammatory signal, which may originate in degenerating dopaminergic neurons.

### Stat3 and NF-κB synergize in Fyn-driven dopaminergic neuron loss

To examine the interaction of Stat3 and NF-κB pathways in Fyn-driven dopaminergic neuron loss, *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae were treated either alone or with a combination of Stat3 and NF-κB inhibitors (Fig. 8A). Dual treatment of larvae with 10 µM S31-301 and 0.5 µM CAPE was highly toxic and resulted in lethality at 5 dpf. Therefore, the amount of each inhibitor was reduced by half to test for interaction of the two pathways. Control *dat:*eGFP and *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae were treated with vehicle DMSO, 5 µM S31-301, 0.25 µM CAPE, or 5 µM S31-301 plus 0.25 µM CAPE. Treatment of *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae with either inhibitor alone did not significantly suppress the loss of *dat:eGFP*-labeled vDC neurons compared to that in DMSO-treated *dat:eGFP; elavl3:Gal4; UAS:fynY531F* larvae (5 µM S31-301, *P*=0.9726; 0.25 µM CAPE, *P*=0.0861) (Fig. 8A,B). Dual treatment with 5 µM S31-301 and 0.25 µM CAPE suppressed the loss of *dat:eGFP* signal to a significantly higher level than either inhibitor alone (Fig. 8A,B) (5 µM S31-301 versus 5 µM S31-301 plus 0.25 µM CAPE, *P*<0.0001; 0.5 µM CAPE versus 5 µM S31-301 plus 0.25 µM CAPE, *P*<0.0001). These results indicate that Stat3 and NF-κB pathways act synergistically to drive dopaminergic neurodegeneration in response to Fyn signaling.

**Fig. 8.**
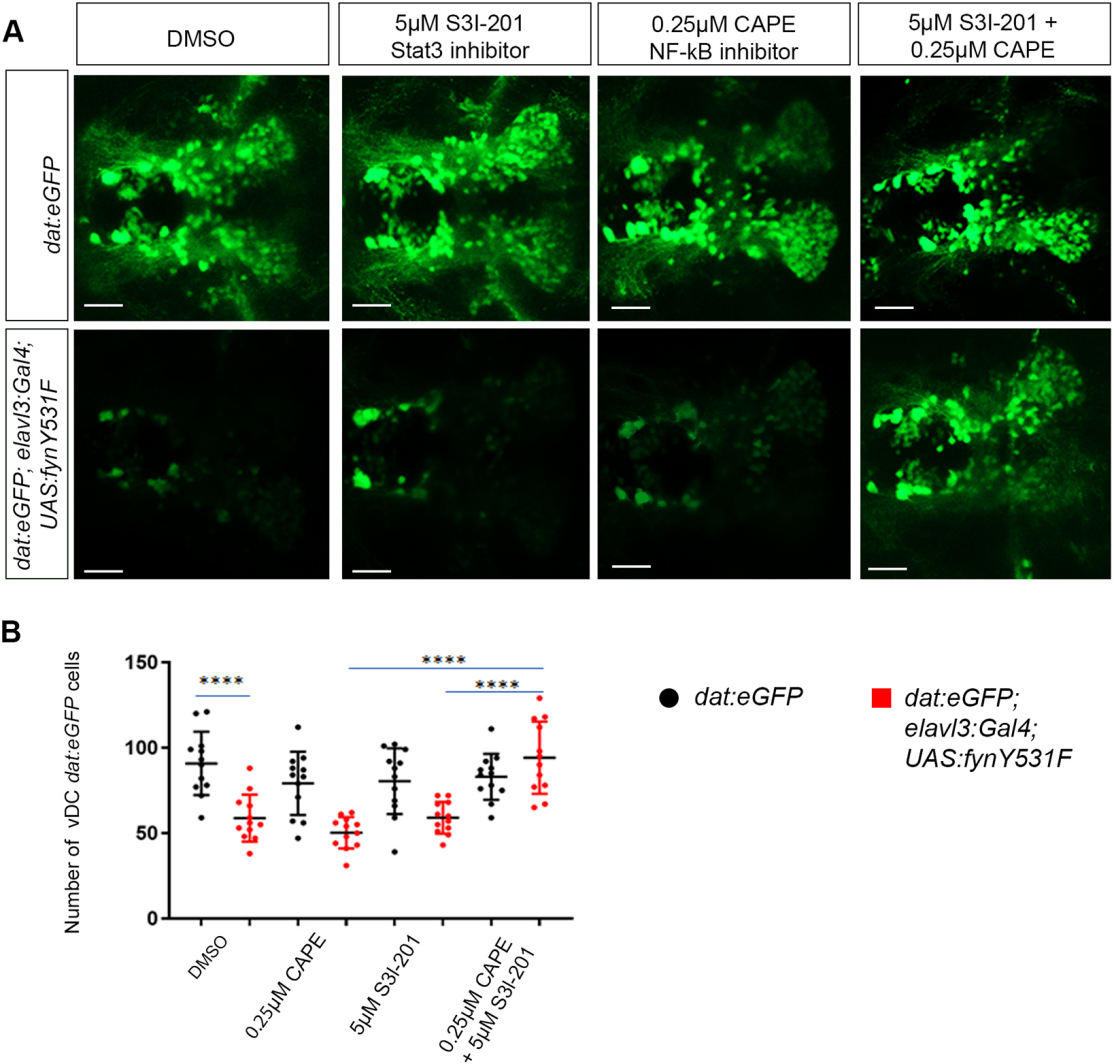
**Dual inhibition of NF-κB and Stat3 acts synergistically to suppress FynY531F-driven dopaminergic neuron degeneration.** (A) Live confocal imaging of vDC eGFP dopaminergic neurons in 5 dpf control *dat:eGFP* and *dat:eGFP;elav:Gal4; UAS:fynY531F* larvae after treatment with mock DMSO, 5 µM S3I-201, 0.52 µM CAPE, and 5 µM S3I-201 plus 0.25 µM CAPE. (B) Quantification of vDC eGFP dopaminergic neuron number in 5 dpf control *dat:eGFP* and *dat:eGFP;elav:Gal4; UAS:fynY531F* larvae after treatment with mock DMSO, 5 µM S3I-201, 0.25 µM CAPE, and 5 µM S3I-201 plus 0.25 µM CAPE (*n*=12). Analysis was performed using two-way ANOVA with Tukey's multiple comparison. Bars represent mean±s.e.m. ****P<0.0001. Scale bars: 50 µm.

## DISCUSSION

Here, we describe a novel zebrafish model of activated Fyn signaling that demonstrates a neural-specific role for Fyn-driven neurodegeneration. The zebrafish Fyn model provides *in vivo* evidence consistent with a role for FYN signaling in the pathology of neurodegenerative disorders and reports of elevated FYN signaling in patient brain tissue (Guglietti et al., 2024; Low et al., 2021; Panicker et al., 2019). In the zebrafish Fyn model, activated Fyn drives inflammatory cytokine production, leading to dopaminergic neuron loss, mitochondrial accumulation and microglia activation. Chemical inhibition demonstrated that Fyn drives neurodegeneration through activation of Stat3 and NF-κB/Caspase 1, which synergize in dopaminergic neuron loss. Although both Stat3 and NF-κB were required for induction of *il1b* and *il12a*, *tnfa* elevation was only dependent on Stat3 activation. Our study suggests a model in which Fyn drives production of *tnfa* through activation of Stat3 signaling in neurons. Release of *tnfa* may contribute to microglia activation, driving production of inflammatory cytokines *il1b* and *il12a*, which in turn stimulate a sustained neuroinflammatory response correlated with mitochondrial accumulation and neuron loss (Fig. S1).

Activated Fyn signaling led to dopaminergic neuron loss over the course of 3 dpf to 5 dpf, after the onset of neural differentiation in the larval brain. Given the critical role of mitochondrial dysfunction in neurodegenerative disease (Klemmensen et al., 2024), we examined whether neuron loss correlated with an observable change in mitochondria. We used the dopaminergic neuron mitochondrial fluorescence reporter *dat:mitoRFP*, which shows a reduction in signal in larvae treated with the neurotoxin MPTP (Noble et al., 2015). Neural function is dependent on the active transport of mitochondria along axonal microtubules to both the cell body (Mandal et al., 2021) and the energy-intensive neural synapse (Vos et al., 2010). The increase in *dat:mitoRFP* signal in dopaminergic cell bodies in 3 dpf larvae, before the loss of *dat:eGFP*-labeled dopaminergic neurons, suggested that Fyn activation disrupts neuron health and organelle transport in the axon. Changes in gene expression indicated that there may also be defects in mitochondrial respiratory complex function (*sdha*, *sdhaf2*, *mt-nd3*, *ndufs7*, *taco1*) (Borna et al., 2024; Fullerton et al., 2020; Machado et al., 2016; Oktay et al., 2020; Richman et al., 2016) or biogenesis (*tfam*) (Kang et al., 2007; Stiles et al., 2016). Fyn-driven dopaminergic neuron loss did not correlate with an increase in programmed cell death pathway genes. These observations are distinct from reports of Src family/Fyn kinase phosphorylation of PKC-δ leading to rat dopaminergic neuron oxidative stress and cell death through caspase-mediated apoptosis (Kaul et al., 2005; Saminathan et al., 2011). It is possible that direct inhibition of mitochondrial protein translation by Fyn phosphorylation of mitochondrial elongation factor EF-Tu_mt_ (also known as TUFM) underlies defects in mitochondrial function (Koc et al., 2023). Overall, these analyses are consistent with Fyn activation impacting neuron health and survival through a mechanism distinct from apoptosis-induced programmed cell death. Additional studies to examine mitochondrial biogenesis, integrity and respiratory function are needed to experimentally determine whether mitochondrial dysfunction is a contributing factor in Fyn-driven neurodegeneration.

Transcriptome analysis of the zebrafish Fyn model identified Stat3 as a novel downstream effector of Fyn signaling in neurodegeneration. Like Fyn, Stat3 signaling has been implicated in neurodegeneration. FYN and STAT3 were identified as potential AD biomarkers in young APOE ε4 individuals (Roberts et al., 2021). *In vitro* analyses demonstrated that Stat3 and Fyn inhibitors suppressed AD-related phenotypes of lipopolysaccharide-induced neuroinflammation, tau phosphorylation and Aβ secretion (Roberts et al., 2021). STAT3-PO is observed in AD patient postmortem brain tissue and in mouse APP/PS1 AD model brain, and mediates *in vitro* antibody-induced neuron cell death (Wan et al., 2010). Astrogliosis in the mouse APP/PS1 AD model is dependent on Stat3 (Ben Haim et al., 2015; Reichenbach et al., 2019). STAT3-Y705 phosphorylation has been shown to be regulated by SRC kinases in cultured tumor cells (Garcia et al., 2001; Ram and Iyengar, 2001; Silva, 2004), and Fyn is required for Stat3-PO activation in T-cell receptor signaling and T-cell differentiation (Qin et al., 2024). Our model suggests that, *in vivo*, Fyn and Stat3 function in the same pathway to drive neuroinflammation and neurodegeneration, with Stat3 activation dependent on Fyn signaling.

Dual chemical inhibition revealed that Stat3 and NF-κB pathways synergize in dopaminergic neuron loss in the Fyn model. Chemical inhibition of Stat3 significantly suppressed all three elevated cytokines – *il1b*, *il12a* and *tnfa* – supporting a role for Stat3 in induction of multiple inflammatory signaling pathways and microglia activation. Although inhibiting NF-κB and Caspase-1 suppressed expression of *il1b* and *il12a*, it did not suppress *tnfa* induction, suggesting a temporal and spatial separation of activation of the Stat3 and NF-κB pathways. However, Stat3 gene targets elevated in the Fyn neurodegeneration model included *tnfrsf1a*; its human homolog (*TNFRSF1A*) encodes a receptor for TNF-α (also known as TNF) and is associated with activation of the NF-κB pathway in breast cancer (Egusquiaguirre et al., 2018). STAT3 and NF-κB pathways have also previously been shown to interact in hepatic cells. STAT3 and RELA/p65 formed a complex in HepG2 hepatoblastoma cells stimulated with IL-1 and IL-6 (Hagihara et al., 2005), and NF-κB RELA/p65 homodimers were shown to cooperate with STAT3 in Hep3B cells in response to IL-1 (Yoshida et al., 2004). In cultured microglia, FYN activation was shown to lead to cytokine production through activation of PKC-δ/NF-κB/caspase-1 inflammasome signaling (Panicker et al., 2015, 2019). In our *in vivo* model, the possibility of FYN directly activating the NF-κB pathway in neurons cannot be excluded, nor can indirect activation of Stat3 in microglia leading to stimulation of the NF-κB pathway. Microglia are known to produce TNF-α when activated through the JAK/Stat pathway (Yin et al., 2018). Distinguishing these possibilities would require cell type-specific inhibition to determine whether Stat3 and NF-κB/Caspase-1 pathways are functioning in dopaminergic neurons, microglia or both. Nevertheless, our findings suggest an interplay between Fyn-driven cytokine production in neurons and activated microglia, potentially creating a feedback loop that fuels persistent neuroinflammation and neurodegeneration.

Our *in vivo* zebrafish model of neural Fyn signaling reveals that Fyn drives dopaminergic loss through inflammatory cytokine production and microglia activation, and unveils Stat3 as a potential novel downstream Fyn effector. The synergistic effect of Stat3 and NF-κB inhibition in suppressing Fyn-driven dopaminergic loss support the contribution of both pathways in mediating Fyn neurodegeneration. Further investigation is necessary to identify the role of Stat3 and its cellular targets in driving dopaminergic neuron loss and mitochondrial dysfunction in response to Fyn signaling.

## MATERIALS AND METHODS

### Ethics declarations and approval for animal experiments

Use of zebrafish for research in this study was performed according to the Guidelines for Ethical Conduct in the Care and Use of Animals (American Psychological Association, 1986), and carried out in accordance with Iowa State University Animal Care and Use Committee-approved protocols (IACUC-21-281 and IBC-21-117). All methods involving zebrafish were in compliance with the American Veterinary Medical Association (Percie du Sert et al., 2020), Animal Research: Reporting of *In Vivo* Experiments (Percie du Sert et al., 2020) and National Institutes of Health [National Research Council (US) Committee for the Update of the Guide for the Care and Use of Laboratory Animals, 2011] guidelines for the humane use of animals in research.

### Zebrafish maintenance and transgenic strains

Zebrafish *Danio rerio* used in this study were housed in the Roy J. Carver Charitable Trust Zebrafish Facility at Iowa State University. Fish were maintained at 28.5°C on an Aquaneering aquaculture system with a 14 h light/10 h dark-light/dark cycle. Embryos were collected from natural spawning and were raised in E3 embryo medium (13 mM NaCl, 0.5 mM KCl, 0.02 mM Na_2_HPO_4_, 0.04 mM KH_2_PO_4_, 1.3 mM CaCl_2_, 1.0 mM MgSO_4_, 4.2 mM NaHCO_3_, pH 7.0). Wild-type WIK zebrafish were obtained from the Zebrafish International Resource Center. Transgenic zebrafish previously described and used in this study include the dopaminergic neuron eGFP and mito-RFP reporters *Tg*(*dat:eGFP)* (*dat:eGFP*) (Xi et al., 2011b) and *Tg(dat:tom20 MLS-mCherry)* (*dat:mitoRFP*) (Noble et al., 2015), and the pan-neuronal Gal4 driver *Tg(elavl3:Gal4-VP16)nns6* (Kimura et al., 2008).

### Isolation of *Tg(UAS:fynY531F)* transgenic lines

The 1614 bp *fyna* (ENSDARG00000011370) wild-type and Y531F mutant cDNAs were amplified by RT-qPCR from RNA isolated from 3 dpf embryos using the primers listed in Table S1. The forward and reverse primers incorporated KpnI and BssHII restriction enzyme sites, respectively. Five-hundred nanograms of RNA was as a template for reverse transcription with Superscript II (Invitrogen, 11752), followed by amplification with KOD polymerase (Sigma-Aldrich, 71842). Mutant *fynY531F* was directionally cloned into the transposon vector *Tol2(14XUAS, gcry1:eGFP)* (Balciuniene et al., 2013) to build the *Tol2 (UAS:fynY531F; gcry1:eGFP)* construct. *Tol2* transposase mRNA was *in vitro* transcribed from 1 μg linear *pT3TS-Tol2* plasmid (Balciunas et al., 2006) to generate capped, polyadenylated mRNA using a T3 mMessage mMachine High Yield Capped RNA Transcription Kit (Thermo Fisher Scientific, AM 1348). *Tol2* mRNA was purified using an RNA Clean & Concentrator-5 Kit (ZYMO, R1015) and eluted in RNase-free water. *Tg(Tol2<UAS:fynY531F>)is89* and *Tg(Tol2<UAS:fynY531F>)is90* lines were isolated by co-injection of 50 pg *Tol2* mRNA and 25 pg transposon vector into one-cell WIK embryos. Five *Tg(Tol2<UAS:fynY531F>)* F0 adults were screened to identify two independent founders transmitting *Tol2* integration through the germline. Individual F1 adults were used to generate F2 fish, and a single F2 adult showing Mendelian segregation of transmitted alleles was outcrossed to WIK to establish the independent lines *Tg(Tol2(14XUAS:fynaY531F, gcry1:eGFP>)is89* and *Tg(Tol2(14XUAS:fynaY531F, gcry1:eGFP>)is90*.

### Behavioral analysis

Zebrafish larvae were monitored for swimming behavior using a ZebraBox monitoring system and ZebraLab software (ViewPoint Behavior Technology). Larvae at 4 dpf were placed in a 48-well plate in E3 embryo medium. At 5 dpf, larvae were placed in the viewing chamber and acclimated for 30 min before recording. Locomotion was recorded for 5 h under alternating light/dark conditions in 15 min intervals. Larval movement, velocity and distance were recorded each minute, and the data were analyzed and plotted with ZebraLab software.

### Chemical inhibitor treatment assays

For chemical inhibitor assays, ten larvae of each genotype at 3 dpf were placed in a well in a six-well plate in 3 ml embryo medium containing 0.003% 0.2 M phenylthiourea and the designated inhibitor diluted to the final concentration, or DMSO as a vehicle control. The larvae were placed in a 28.5°C incubator. The chemical inhibitor or DMSO solution was replaced with fresh solution in the morning of 4 dpf and 5 dpf. Caspase-1 inhibitor InvitroFit™ Ac-YVAD-cmk (Garcia-Calvo et al., 1998) (InvivoGen, inh-yvad) was dissolved in DMSO and used at 20 µM final working concentration. NF-κB inhibitor CAPE (Natarajan et al., 1996) (Apexbio, B1644) in DMSO was used at 0.5 µM final working concentration. Src family kinase inhibitor Saracatinib AZD0530 (Green et al., 2009) (MedChemExpress, HY-1-234) in DMSO was used at 20 µM final working concentration. Stat3-PO inhibitor S31-301 was used at a final concentration of 10 µM. For dual inhibitor assays, CAPE and S31-301 were used a final concentration of 0.25 µM and 5 µM, respectively.

### RNA isolation, RT-qPCR and RNA-Seq

RT-qPCR experiments were designed and carried out according to updated Minimum Information for Publication of Quantitative Real-Time PCR Experiments guidelines (Bustin et al., 2009; Taylor et al., 2019). For RT-qPCR, head tissue was dissected from 30 larvae at 5 dpf per biological replicate and placed in DNA/RNA Shield (Zymo Research, R1100-50) and homogenized using a disposable pestle. RNA extraction was performed according to the manufacturer's instructions. We used 500 ng total RNA as a template with a Luna Universal One-step RT-qPCR Kit (New England Biolabs, E3005L). For each condition, three biological replicates with two technical replicate RT-qPCR reactions were run on a CFX96 Connect Real-Time System (Bio-Rad). The number of *il1b*, *il12a*, *tnfa* and *irg1* transcripts was quantified using the comparative CT method (ΔΔCT) and normalized using *rps6kb1b* reference gene. The oligonucleotide primers used for RT-qPCR are listed in Table S1. For RNA-Seq, ten whole larvae were pooled for each biological replicate, and four biological replicates were used for each condition. Library construction, PE150 next-generation sequencing, and differential gene expression were performed at Novogene using DeSeq2. Differential gene expression data were analyzed with online software for heat map generation and KEGG analysis, and STRING analysis.

### Western blotting

Protein extracts were generated from zebrafish larvae placed in lysis buffer [50 mM Tris-HCl pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 1% Triton X-100, 0.5% NP-40 containing 1× Halt Protease Inhibitor single-use cocktail (Thermo Fisher Scientific, 78430)] and ground with a disposable pestle. SDS-PAGE of protein extracts was performed with a Bio-Rad Mini-Protean gel system using Mini-PROTEAN TGX Precast 4-15% polyacrylamide gels (Bio-Rad, 4561083) and blotted to an Immun-Blot LF PVDF membrane (Bio-Rad. 1620174). Blots were blocked with Blot-Qualified BSA (Sigma-Aldrich, A7906) and probed with the following primary antibodies: anti-416-PO Srk kinase family rabbit polyclonal (Cell Signaling Technology, 6943T) at 1:1000, anti-Stat3-Y705PO XP rabbit monoclonal antibody (Cell Signaling Technology, 9145) and anti-Gapdh mouse monoclonal antibody (Proteintech, 60004-1-Ig). Goat anti-mouse IgG horseradish peroxidase (Invitrogen, 31430) and goat anti-rabbit IgG horseradish peroxidase (Invitrogen, 31460) secondary antibodies were used at 1:10,000 dilution. Western blots were developed with SuperSignal West Dura Extended Duration Substrate (Thermo Fisher Scientific, 34075) and imaged on an iBright system (Thermo Fisher Scientific, FL1500).

### Zebrafish immunolocalization and live confocal imaging

Zebrafish larvae fixation, embedding, sectioning and immunolabeling were as described previously (Schultz et al., 2018). Embryos were incubated in 0.003% 1-phenyl 2-thiourea (Sigma-Aldrich, P7629) in E3 embryo medium to inhibit pigment synthesis. Larvae were euthanized in 160 µg/ml ethyl 3-aminobenzoate methanesulfonate and fixed in 4% paraformaldehyde overnight at 4°C or in 2% trichloroacetic acid for 3 h at room temperature. Whole-mount fixed larvae were labeled to visualize macrophages and microglia with the mouse hybridoma supernatant 4C4 (ECACC 92092321, A. Dowding, King's College London, London, UK; a gift from Dr Diana Mitchell, University of Idaho, Moscow, ID, USA) at 1:100 dilution. Rabbit polyclonal anti-acetylated alpha tubulin antibody (Invitrogen, PA5-105102) was used at 1:500. Secondary antibodies Alexa Flour 594 goat anti-mouse IgG (H+L) (Thermo Fisher Scientific, A11005) and Alexa Flour 488 goat anti-rabbit IgG (H+L) (Thermo Fisher Scientific, A11008) were used at 1:500. For live confocal imaging of *dat:eGFP* and *dat:mito-RFP* dopaminergic neurons, larvae were mounted in 1.2% low-melting point agarose in E3 embryo medium containing 160 µg/ml ethyl 3-aminobenzoate methanesulfonate (Tricaine MS-222; Sigma-Aldrich 886-86-2) anesthetic. Larva and immunolabeled tissues were imaged on a Zeiss LSM 800 laser scanning confocal microscope. Diencephalic dopaminergic vDC cluster images were acquired by maximum projections of z-stacks of 2 µm sections.

### Quantification and statistical analyses

*dat:eGFP*-positive cell counts in the larval diencephalic dopaminergic neuron dVC cluster were quantified from 12 larvae for each genotype and condition. Quantification was analyzed with two-way ANOVA followed by Tukey's multiple comparison test. RT-qPCR to determine gene expression levels was performed on three independent pools of 30 larvae for each condition. 4C4 microglia counts, mitoRFP/GFP cell counts and RT-qPCR data were analyzed using two-tailed unpaired Student's *t*-test with mean±s.e.m. Gene expression data were analyzed using DeSeq2 (Novogene). Statistical significance was considered at *P*<0.05. Statistical analysis and generation of plots was performed using Prism v.7 software (GraphPad). Western blot band intensities (Fig. S2) were measured using ImageJ and normalized to wild-type band intensity before plotting.

## Supplementary Material

10.1242/dmm.052011_sup1 Supplementary information

# Supplementary material for: Stat3 mediates Fyn kinase-driven dopaminergic neurodegeneration and microglia activation
**Source:** Dis Model Mech. 2024 Dec 6;17(12):dmm052011. doi: 10.1242/dmm.052011
**Supplement:** Supplementary information

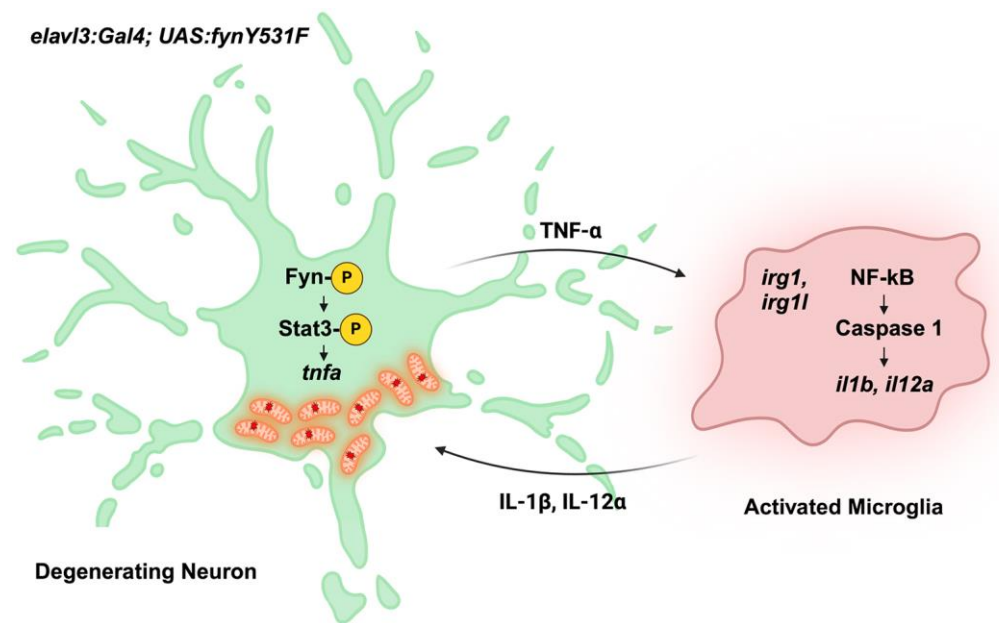

**Fig. S1. Summary of findings.** Neural Fyn drives dopaminergic neurodegeneration, mitochondria accumulation and microglia activation. Fyn-driven neurodegeneration and cytokine expression are dependent on Stat3. Stat3 and NF-κB pathways synergize in dopaminergic neuron degeneration. This provides a hypothetical model of Fyn-driven cytokine production and feedback loop between neurons and activated microglia.

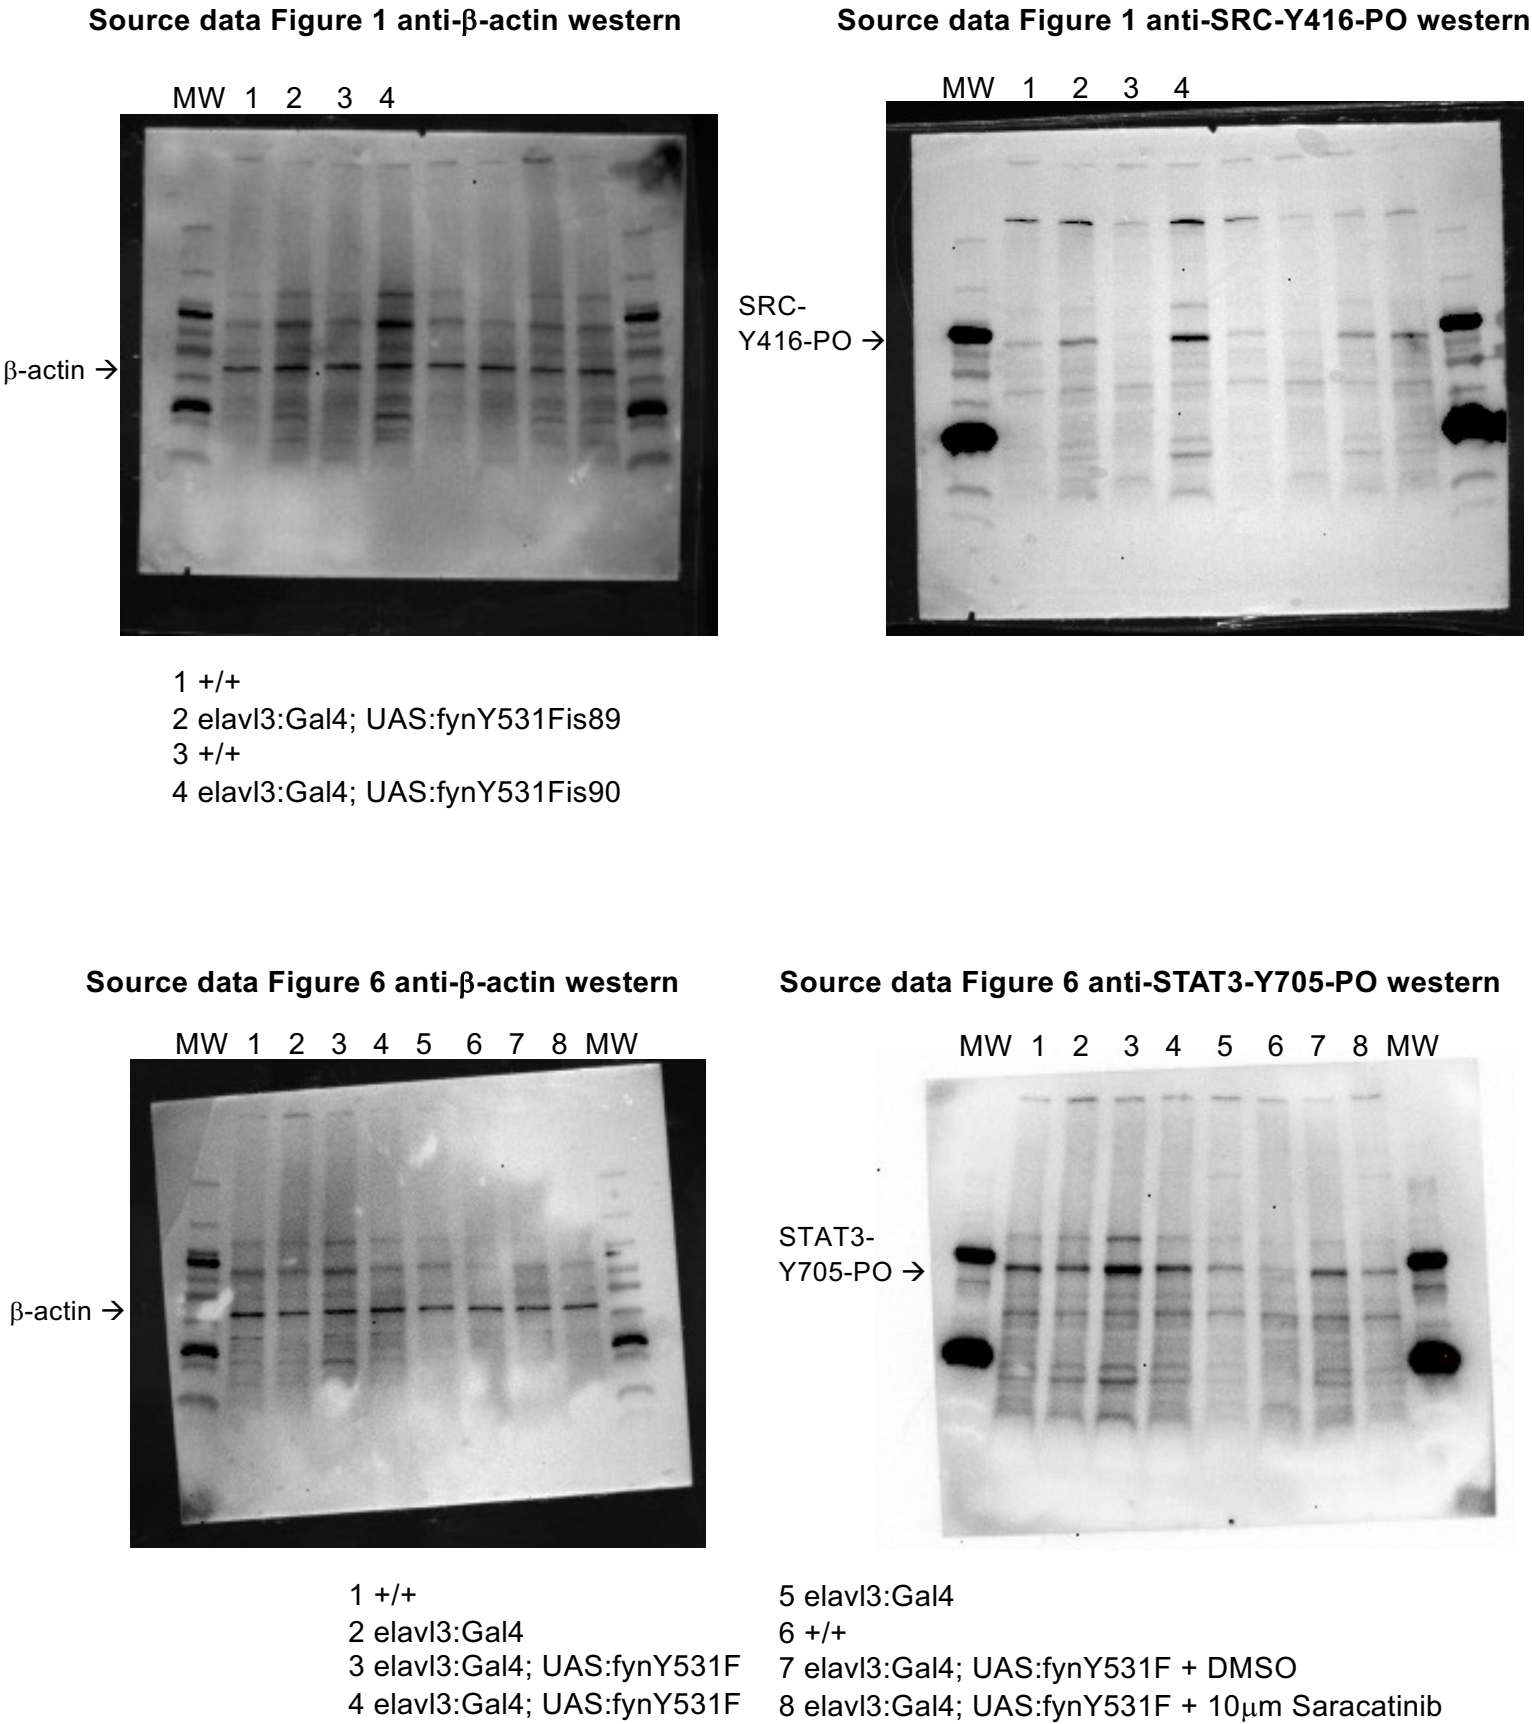

Fig. S2. Source data western blots

Table S1. Oligonucleotide primers used in this study

| Gene       | Gene ID           | ensembl ID         | Forward primer (3'-5')                              | Reverse primer (5'-3')                |
|------------|-------------------|--------------------|-----------------------------------------------------|---------------------------------------|
| Fyn        | <i>fyna</i>       | ENSDARG00000011370 | GGGGTACC <u>G</u> CCGCCACCATGGG<br>CTGTGTGCAATGTAAG | ATGCGCGCTTAGAGGTTGTCCCC<br>GGGTTG     |
| FynY531F   | <i>fyna</i> Y531F |                    | GGGGTACC <u>G</u> CCGCCACCATGGG<br>CTGTGTGCAATGTAAG | ATGCGCGCTTAGAGGTTGTCCCC<br>GGGTTGGAAC |
| IL-1β      | <i>il1b</i>       | ENSDARG00000098700 | GCATGTCCACATATGCGTC                                 | AGCTGGTCGTATCCGTTTGG                  |
| IL-12α     | <i>il12a</i>      | ENSDART00000153685 | AACTCCTACAAGCCCAGCAC                                | ACACTCGGTCGTCAAACGAA                  |
| TNF-α      | <i>tnfa</i>       | ENSDARG00000009511 | CGCTGGTGATGGTGTCTAGG                                | TTGTTGATTGCCCTGGGTCT                  |
| Acod1/Irg1 | <i>acod1</i>      | ENSDARG00000062788 | AGTGATCCGAAGGAGCAAGC                                | GCACCGCAACACCATTAACA                  |
| RpS6Kb     | <i>rps6kb1b</i>   | ENSDARG00000058230 | TCCTGATGACTCCACACTGA                                | GGCGAGGTGAACGGATTT                    |

F *fyna* primer underline=KpnI site.  
R *fyna* primer underline=BssHI site.  
GAA reverse codon for Y531F mutation.  
wildtype *fyna*: G TAC CAA CCC GGG GAC AAC CTC TAA.  
*fyn*Y531F: G TTC CAA CCC GGG GAC AAC CTC UAA.

How the deposited data were processed for this re-analysis (not part of the article)

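RNA was measured in 24 libraries of zebrafish larvae, 4 for each of wild-type, elavl3:Gal4 and elavl3:Gal4; UAS:fynY531F (fynY531F) larvae at 3 and at 5 dpf. Each library is a pool of 10 whole larvae, and no library was left out of the results unless a sentence says so. The replicates carry numbers, but the labels state no pairing, and they were not treated as paired.

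The authors' tables give, for each of 9 comparisons of 2 groups, read counts for each gene and library. According to the paper's methods, libraries were made, sequenced as paired ends of 150 bases and analyzed with DESeq2 at Novogene. How reads were aligned and counted, the genome build and the annotation are not given in the sources used here. The signal values of each library, as deposited by the authors, are its counts divided by a size factor of that comparison. The FPKM values were computed by the authors per kilobase of gene and per M fragments, according to the column names. The log2 fold changes of the tables were computed by the authors, as the first group over the second. The p-values and adjusted p-values of the tables were computed by the authors with DESeq2. The raw counts were used for all results here, and the counts of a library were the same in every table that holds it. Of 26878 genes in any table, those left out of a table had a total of at most 1 count. The FPKM and signal values were not used here.

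For each comparison the 8 libraries of its 2 groups were taken, genes with at least 10 counts in at least 4 libraries were kept, TMM factors were computed, and genes were tested with edgeR (glmQLFit and glmQLFTest, version 4.0.16). P-values were adjusted with the Benjamini-Hochberg method over the genes tested, and a gene counts as changed at an adjusted p under 0.05. The standard error of a log2 fold change is approximate, being the log2 fold change divided by the square root of the F statistic. Levels are CPM scaled by TMM over the 8 libraries of the comparison, and over all 24 libraries in the figures. The difference between days in the genotype effect was tested as an interaction over 16 libraries with edgeR.

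A set of 40 gene lists was fixed before the data were examined, together with the design, the alternatives and the rule for named genes. Lists with at least 3 tested members were tested with camera from limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes, and again with a correlation estimated from the data. fry was run beside it. P-values were adjusted over the lists of a comparison. Counts adjusted over the list alone use the gene p-values of the list's members only. Several lists hold genes seen in Fig. 5 of the paper, so those lists are not independent evidence.

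Named genes are the genes the paper names for RNA-seq in its text or in Fig. 5C and 5D, its RT-qPCR genes and the transgene, the 10 largest rises and 10 largest falls among the changed and fully separated genes of each main comparison with a mean of at least 50 counts in the higher group and a symbol that is not a clone name, and up to 2 members of each list with the largest rise and fall among those that passed. Values in Fig. 5 had been seen. The genes gbp2, tgfb1a and caspb fall outside this rule and were named to complete the members of 2 lists that rose. They were chosen after their values were seen. Some genes that the rule names are not reported here.

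Precision follows from the spread between pools. It was tested on simulated data drawn from the means, library sizes and dispersions of each comparison, with known changes added to some genes. Dispersions were estimated by edgeR, and each gene had the same dispersion in all 8 libraries. The excess spread of elavl3:Gal4 replicate 3 at 5 dpf was thus shared out over its comparisons. Recovery and false calls may differ in the real data, also between edgeR and DESeq2. For fynY531F versus elavl3:Gal4 larvae at 5 dpf edgeR recovered 6 of 99 genes with a log2 fold change of 1 and 58 of 100 with 2, with 5 false calls, and DESeq2 recovered 26 and 91, with 69 false calls. At 3 dpf edgeR recovered 79 of 97 and 99 of 99, with 15 false calls. For 5 versus 3 dpf it recovered 79 of 98 and 98 of 100 in fynY531F larvae, with 10 false calls, and 10 of 100 and 67 of 98 in elavl3:Gal4 larvae, with 4 false calls. Library depth ran from 11.4 to 30.5 M counts with a median of 13.3. Pairs of libraries were checked for duplicates.

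The alternatives were no filter, a minimum of 50 counts, median-of-ratios normalization, DESeq2 (version 1.42.0), the authors' p-values adjusted over the genes tested here, an unadjusted p under 0.05, a minimum absolute log2 fold change of 1, the replicate number as a block, leaving out each library in turn, and wild-type larvae as the control. Changed genes were also counted by chromosome and in windows of 5 Mb, tested with Fisher's exact test for an excess. R 4.3.3 was used. The paper's RT-qPCR, imaging and protein data were not analysed here.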

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

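Of the tests in this part, the test for a mislabelled sample, the use of a second neuronal list, the number of windows asked for on each day and the window count without elavl3:Gal4 replicate 3 were chosen after the result was seen. Among 215 groups of 4 libraries (30 of library measures and 185 of single genes), 30 hold a library that stands apart from the other 3, where chance gives about 1 in 20 groups. elavl3:Gal4 replicate 3 at 5 dpf accounts for 11 of the 30.

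elavl3:Gal4 replicate 3 at 5 dpf had a median rank correlation of 0.847 with its own group, and in CPM it stood apart for caspa (23.8), irf9 (17.98), stat3 (4.79), taco1 (2.22 and 12.8 in its 2 identifiers), tfam (86.6), mt-nd3 (1605), tnfrsf1b (0.701), ndufs7 (98.9) and apoea (1427). Its log2 deviations from the other pools of its group had an SD of 1.49 over 13846 genes, where those pools had 0.208 to 0.234. A swap with an ordinary library of another of the 6 groups is argued against, since its highest median correlation with any group was 0.847. It had 0.8469 with its own group and 0.8467 with wild-type larvae at 5 dpf, so the ranking does not tell these groups apart. A sample from outside the series was not tested. Less neural tissue in the pool and loss of long transcripts from degraded RNA cannot be told apart from other causes. Against genes of the same length, pan-neuronal and synaptic genes had a median deviation of -0.0292 (quartiles -0.87 and 0.27), which met the bound set in advance against less neural tissue, but that bound looked at 1 list, and voltage-gated ion channels had a median of -2.90 (quartiles -3.82 and -0.97). The deviation fell with gene length (Spearman correlation -0.398), but the other pools of the group had -0.0741, -0.178 and 0.257, which is too wide a spread for the test set in advance.

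The other libraries that stood apart were these. In M counts, elavl3:Gal4 replicate 2 had 30.5 at 3 dpf and 24.3 at 5 dpf, and at 3 dpf it had 20743 genes with at least 10 counts. fynY531F replicate 2 at 5 dpf gave 1.97% of its counts to its most abundant gene, and fynY531F replicate 1 at 5 dpf gave 3.16% to mitochondrial genes. Median correlations with the own group were 0.989 for fynY531F replicate 2 at 3 dpf and 0.982 for fynY531F replicate 1 at 5 dpf. In fynY531F replicate 1 at 5 dpf, CPM was 342 for ctsl.1, 271 for socs3a and 1372 for prss1, and at 3 dpf replicate 1 had 235 for irg1l. In fynY531F replicate 2, casp3a had 6.68 CPM at 5 dpf, and apoea 1080 at 3 dpf. lifrb had 10.6 CPM in fynY531F replicate 3 at 3 dpf, tfam 30.1 in fynY531F replicate 4 at 5 dpf, and taco1 1.0999 and csf1a 7.97 in fynY531F replicate 4 at 3 dpf. apoea had 689 CPM in elavl3:Gal4 replicate 4 and timp4.1 2.45 in elavl3:Gal4 replicate 3 at 3 dpf.

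The genotype effect differed between the days by an interaction test (edgeR) for 844 genes. Among named genes the difference, at 5 minus at 3 dpf on the log2 scale, was -2.38 for fyna, 5.07 for irge1, -0.88 for irf9, -0.99 for mao, -0.97 for socs3b, 1.35 for mapk12a, -0.90 for jun, 0.90 for tank, 1.27 for sod3a and 6.71 for cfh. Chance is made less likely for the 844, since 1 of 60 regroupings of genotype within day, the real one, gave as many. The highest of the others gave 374. Regroupings that mix the genotypes also widen the spread within groups, so chance is not excluded by this. Without a library the count lay between 439 (without fynY531F replicate 4 at 3 dpf) and 3265 (without elavl3:Gal4 replicate 3 at 5 dpf). It also moved by more than 1.5 times without fynY531F replicates 1 (545) and 3 (489) at 3 dpf, fynY531F replicates 2 (529) and 4 (561) at 5 dpf, and elavl3:Gal4 replicates 1 (501), 2 (475) and 4 (511) at 3 dpf.

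Comparisons beyond those of Fig. 5 also changed genes. Between fynY531F and elavl3:Gal4 larvae at 3 dpf 3570 genes changed, between 5 and 3 dpf 5077 changed in elavl3:Gal4 and 11395 in wild-type larvae, and between fynY531F and wild-type larvae 5706 changed at 5 dpf and 5332 at 3 dpf. Between elavl3:Gal4 and wild-type larvae 9 changed at 5 dpf, with 830 at an unadjusted p under 0.05 and 136 with DESeq2, and 913 changed at 3 dpf. Without elavl3:Gal4 replicate 3 the 5 dpf count was 391, and without any 1 of the other 7 libraries it was 0 or 1. The 3 dpf count was 305, 345, 1527 and 68 without elavl3:Gal4 replicates 1 to 4, and 202, 189, 54 and 1096 without wild-type replicates 1 to 4. The 5077 was 11477 without elavl3:Gal4 replicate 3 at 5 dpf, and 3298 and 3232 without replicates 1 and 2 at 3 dpf. In each of the 9 comparisons of 8 libraries 1 of 35 splits, the real one, reached its count. A rarer result was not possible with 35 splits. Splits that mix the groups also widen the spread within them, so chance is not excluded by this. The highest other split gave 0 genes where the real one gave 912 (fynY531F versus elavl3:Gal4 larvae at 5 dpf), 5077 and 11395, 1 gene where it gave 3570, 10315 (5 versus 3 dpf in fynY531F larvae), 5706, 5332 and 9, and 40 where it gave 913.

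The genotype effect at 5 dpf ran against development, with a Pearson correlation of -0.409 with 5 versus 3 dpf in wild-type larvae over 19484 genes. That elavl3:Gal4 replicate 3 at 5 dpf carries the relation is argued against by -0.420 without it. A developmental delay of the fynY531F larvae is consistent with the -0.409, in a test that could have come out near 0 or positive, while at 3 dpf the correlation was -0.0914. Effects of the transgene on the same genes without a delay were not tested.

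Changed genes at 5 dpf were unevenly spread over the genome, with 6 of 282 windows of 5 Mb called, among them 16 of 83 genes on chromosome 1 from 5000001 to 10000000 (adjusted p = 0.00025, Fisher's exact test). A minimum of 50 counts called 0 windows, while 2 were called without elavl3:Gal4 replicate 3, and 6 with the fold minimum. With wild type as control 0 were called, 2 with a minimum of 50 counts and 14 with the fold minimum. Haplotypes that differ between the lines cannot be told apart from other sources of these windows: 0 windows were called at both 3 and 5 dpf, but with 1 called at 3 dpf a shared one could hardly occur. Reads shared between copies of a gene were not tested.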

How the results depend on the processing

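The alternatives were set in advance, apart from the chromosome and window counts and the correlation with wild-type larvae as control that leave out elavl3:Gal4 replicate 3 at 5 dpf, which were chosen after seeing the data. Between fynY531F and elavl3:Gal4 larvae at 5 dpf 912 genes changed, and 3938 at an unadjusted p, 2348 with the authors' p-values, 2417 with DESeq2, 179 with a replicate block, 5706 with wild type as control and 286 (without fynY531F replicate 4) to 4456 (without elavl3:Gal4 replicate 3) with a library left out. At 3 dpf 3570 changed, and 6282 at an unadjusted p and 596 with the fold minimum. Between 3 and 5 dpf the fold minimum gave 2710 in fynY531F and 2830 in elavl3:Gal4 larvae, and leaving out a library in elavl3:Gal4 larvae gave 3232 (without replicate 2 at 3 dpf) to 11477 (without replicate 3 at 5 dpf). Between elavl3:Gal4 and wild-type larvae DESeq2 gave 136 at 5 dpf and 1465 at 3 dpf, the block 0 and 366, and leaving out a library 0 (without elavl3:Gal4 replicate 1) to 391 and 54 to 1527. The interaction had 439 (without fynY531F replicate 4 at 3 dpf) to 3265 genes (without elavl3:Gal4 replicate 3 at 5 dpf). Of the lists called (26, 21, 12 and 17 in the 4 main comparisons), an estimated correlation called 0, 1, 0 and 0. The correlation with development at 3 dpf was -0.239 with wild type as control. Development was then taken from elavl3:Gal4 larvae in place of wild-type larvae, so this reference changed as well. At 5 dpf the correlation with development in wild-type larvae stayed between -0.420 and -0.372 with a library left out. Chromosomes and windows with an excess were 2 and 6 at 5 dpf and 1 and 1 at 3 dpf. A minimum of 50 counts called 0 of either on both days, the fold minimum 2 and 2 at 3 dpf, and leaving out elavl3:Gal4 replicate 3 at 5 dpf 0 and 2, and 1 and 1 between elavl3:Gal4 and wild-type larvae. The cause was not tested, except that leaving out a library or raising the minimum lowers the number of libraries or genes.

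Single values reversed in sign for genes that had not passed. At 5 dpf th was -0.12, casp3a 0.0915 and nlrp16 0.0694 with wild type as control. With a library left out apoea ran from -0.79 to 0.0650 (without elavl3:Gal4 replicate 3), th from -0.18 to 0.25, casp3b from -0.12 to 0.12, and ddc at 3 dpf from -0.25 to 0.12. Between 3 and 5 dpf apoea in elavl3:Gal4 larvae was -0.14 with a block and ran from -0.54 (without replicate 3 at 5 dpf, where it passed the test) to 0.29 with a library left out, and casp3b in fynY531F larvae from -0.19 to 0.0594 (without replicate 3 at 5 dpf). Of 141 values of single genes, 141 kept their side with median-of-ratios normalization, 132 with DESeq2, which called 9 more, and 119 with a block, which lost 20. The labels state no pairing behind the block. Replicates of the same number in 2 groups correlated at -0.190 to 0.148. In no comparison did more than 2 of 4 correlate best with their own number, which does not exclude a weak pairing. Not run were the pseudocounts and the limma settings, which apply to scaled values and not to counts, and the TMM and edgeR alternatives, which are the analysis itself.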

Differences from the paper's values

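The paper's values below are log2 fold changes of labelled points in Fig. 5C, read by eye, and are given as the second value of each pair. The log2 fold changes in the authors' deposited tables lie within 0.03 of those here for all 31 genes, so the values read from the figure differ from these tables too, and what quantity the figure's axis holds is not known. For fynY531F versus elavl3:Gal4 larvae at 5 dpf they are stat3 1.38 against about 3.9, tnfrsf1a 0.74 against about 4.9, tnfrsf1b 1.34 against about 3, irg1l 3.27 against about 3.7, card14 1.12 against about 2.2, tank 1.09 against about 5.1, irge1 4.19 against about 2.8 (Fig. 5C, read by eye). Further values there are mapk12a 0.92 against about 1.6, mt-nd3 -1.05 against about -2.7, ndufs7 -1.40 against about -2.4, sdha -0.32 against about -1.6, sdhaf2 -1.19 against about -1.9, ddc -0.96 against about -2.8, mao -1.26 against about -5.8 (Fig. 5C, read by eye). Signs were the same for all 14. elavl3:Gal4 replicate 3 at 5 dpf carries much of 2 of these values, and without it mt-nd3 was -0.29 and ndufs7 -0.70. Of the alternatives set before the data were examined, irg1l came within 1 standard error of the paper's value with wild type as control (3.75) and without fynY531F replicate 2 (3.29) or 3 (3.50) or elavl3:Gal4 replicate 2 (3.45) or 4 (3.31), and the other 13 genes differed under all of them.

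For 5 versus 3 dpf in fynY531F larvae the values are caspa 0.72 against about 7.4, nlrp16 1.34 against about 4.9, mpeg1.2 2.66 against about 2, prkn 1.25 against about 4.7, irgq1 0.43 against about 9.2, tnfrsf11a 0.90 against about 3.4, il1fma 1.55 against about 2, mao 1.27 against about 6.7, ddc 2.01 against about 8 (Fig. 5C, read by eye). Further values there are apoea -0.84 against about -2.1, sdha -0.29 against about -5, oxsr1a -0.64 against about -3, csf1a -0.64 against about -2.3, apbb2b -0.60 against about -2.6, sod3a -0.37 against about -3.6, tfam -0.36 against about -2.8, sdhaf2 -1.03 against about -4.6 (Fig. 5C, read by eye). Signs were the same for all 17. il1fma came within 1 standard error of the paper's value without fynY531F replicate 4 at 5 dpf (1.62) or replicate 2 (1.62) or 4 (1.96) at 3 dpf, and the other 16 genes differed under all alternatives.

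The paper names apoea, sod3a and oxsr1a as reduced in its 2 volcano plots without saying in which comparison. Here all 3 had negative log2 fold changes from 3 to 5 dpf in fynY531F larvae (apoea -0.84, sod3a -0.37 and oxsr1a -0.64, the adjusted p of sod3a being 0.058, edgeR). Between the genotypes at 5 dpf sod3a was higher in fynY531F larvae (log2 fold change 1.37, adjusted p = 0.023, edgeR), oxsr1a had 0.19 (adjusted p = 0.47, edgeR) and apoea -0.59 (adjusted p = 0.47, edgeR). The paper has taco1 reduced, also without naming the comparison, and here taco1 was 0.43 between the genotypes at 5 dpf (adjusted p = 0.70, edgeR), 1.27 without elavl3:Gal4 replicate 3, and it rose by 0.80 from 3 to 5 dpf in fynY531F larvae (adjusted p = 0.011, edgeR). A second identifier with the symbol taco1 was not tested here, at 2.22 CPM in elavl3:Gal4 replicate 3 and 0.27 to 0.43 CPM in the other control pools at 5 dpf. In the authors' deposited tables it has -2.14 between the genotypes (adjusted p = 0.113, as deposited) and -1.59 between the days (adjusted p = 0.0815, as deposited). The paper has the metabolic pathways of carbon, tryptophan and fatty acids elevated, and here at 5 dpf 9 of 56 genes of PPAR signaling and fatty acid metabolism, 2 of 58 of glycolysis and carbon metabolism and 1 of 23 of tryptophan metabolism fell, and 1, 1 and 0 rose, while from 3 to 5 dpf in fynY531F larvae 24 of 57, 15 of 58 and 15 of 23 rose and 17, 11 and 1 fell (camera adjusted p = 0.46, 0.82 and 0.0020, the last being 0.55 with an estimated correlation).

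Some genes that the paper reports as changed, or labels in Fig. 5C for the genotypes at 5 dpf, did not pass edgeR between the genotypes here at an adjusted p under 0.05. stat3 (adjusted p = 0.20), card14 (0.098), timp4.1 (0.066), tnfrsf1b (0.15), ddc (0.094), sdhaf2 (0.054), ndufs7 (0.14) and sdha (0.16) each pass at an unadjusted p under 0.05, with wild type as control and without elavl3:Gal4 replicate 3. Of them timp4.1, tnfrsf1b, ddc, sdhaf2, ndufs7 and sdha pass with DESeq2 and with the authors' p-values adjusted over the genes tested here, and sdhaf2 also without elavl3:Gal4 replicate 1. mt-nd3 (adjusted p = 0.30, edgeR) passes with the authors' own p-value before adjustment (0.0454). The paper names socs3, of which socs3b passes here (adjusted p = 0.0011, edgeR), and socs3a (adjusted p = 0.24, edgeR) passes at an unadjusted p under 0.05 and with wild type as control. For caspa, nlrp16 and tfam the paper's text does not say which comparison is meant, and its points for them were read in the panel of 5 versus 3 dpf. All 3 pass in that comparison here, and between the genotypes at 5 dpf caspa (adjusted p = 0.68, edgeR) passes without elavl3:Gal4 replicate 3, at a log2 fold change of 0.49, while tfam (0.33) and nlrp16 (0.68) pass under none of the alternatives run.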

Other observations

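At 3 dpf, before the day on which the paper's volcano plots compare the genotypes, 1701 genes rose and 1869 fell in fynY531F against elavl3:Gal4 larvae (edgeR). The transcription factor gene sall1b stood at 52.1 ± 3.59 CPM (SD, n = 4) in fynY531F larvae and at 4.7 ± 0.487 in elavl3:Gal4 larvae, a log2 fold change of 3.48 (adjusted p = 2.5e-10, edgeR), and the stress-induced factor atf3 rose by 2.31 (adjusted p = 1e-09, edgeR). gap43, a gene of growing and regenerating axons, had 431 ± 26.7 and 106 ± 10.6 CPM (log2 fold change 2.03, adjusted p = 7.6e-09, edgeR), and its difference was smaller at 5 dpf (interaction -1.76, adjusted p = 0.0065). nes, the intermediate filament of neural progenitors, rose by 1.76 (adjusted p = 1.9e-08, edgeR), s100b, a glial calcium-binding protein, by 1.20 (adjusted p = 5.2e-05, edgeR) and stmn2b, a stathmin of neurons, by 0.75 (adjusted p = 3.1e-05, edgeR).

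Of 23 genes of radial glia and astroglia 8 rose and 2 fell at 3 dpf, and 11 rose and 2 fell when adjusted over the list alone (camera adjusted p = 0.015, and adjusted p = 0.40 with an estimated correlation). Without fynY531F replicate 4 5 rose, and without any 1 of the other 7 libraries 6 to 9 did. Of 34 circadian clock genes 17 fell and 1 rose, and 20 fell and 1 rose when adjusted over the list alone (camera adjusted p = 0.00012, and adjusted p = 0.40 with an estimated correlation), among them nr1d2a at -1.08 and per1a at -0.99 (adjusted p = 6.9e-07 and 0.0011, edgeR). The number of clock genes that fell was 11, 8 and 9 without fynY531F replicates 1, 3 and 4, 9 and 11 without elavl3:Gal4 replicates 2 and 4, and 15 or 16 without any 1 of the other 3 libraries. Of 76 muscle genes 47 fell and 2 rose, and 53 fell and 3 rose when adjusted over the list alone (camera adjusted p = 2.6e-15, and adjusted p = 0.30 with an estimated correlation). With wild type as control 24 muscle genes fell and 6 rose, and the median moved from -0.43 to -0.15. actc1c, a cardiac actin, fell by 1.62 on the log2 scale (adjusted p = 2.1e-06, edgeR). Of 36 photoreceptor genes 17 fell and 1 rose, and 24 fell and 2 rose when adjusted over the list alone (camera adjusted p = 4.1e-05, and adjusted p = 0.58 with an estimated correlation). The number that fell was 18, 9, 7 and 10 without fynY531F replicates 1 to 4, 27, 8, 9 and 10 without elavl3:Gal4 replicates 1 to 4, and 30 with wild type as control.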
